# Natural variation and gene regulatory basis for the responses of asparagus beans to soil drought

**DOI:** 10.3389/fpls.2015.00891

**Published:** 2015-10-27

**Authors:** Pei Xu, Menachem Moshelion, XiaoHua Wu, Ofer Halperin, BaoGen Wang, Jie Luo, Rony Wallach, Xinyi Wu, Zhongfu Lu, Guojing Li

**Keywords:** asparagus bean (*Vigna unguiculata* ssp. *sesquipedalis*), cowpea, drought, GWAS, microarray, natural variation, water relations

## Abstract

Asparagus bean (*Vigna unguiculata* ssp. *sesquipedalis*) is the Asian subspecies of cowpea, a drought-resistant legume crop native to Africa. In order to explore the genetic variation of drought responses in asparagus bean, we conducted multi-year phenotyping of drought resistance traits across the Chinese asparagus bean mini-core. The phenotypic distribution indicated that the ssp. *sesquipedalis* subgene pool has maintained high natural variation in drought responses despite known domestic bottleneck. Thirty-nine SNP loci were found to show an association with drought resistance via a genome-wide association study (GWAS). Whole-plant water relations were compared among four genotypes by lysimetric assay. Apparent genotypic differences in transpiration patterns and the critical soil water threshold in relation to dehydration avoidance were observed, indicating a delicate adaptive mechanism for each genotype to its own climate. Microarray gene expression analyses revealed that known drought resistance pathways such as the ABA and phosphate lipid signaling pathways are conserved between different genotypes, while differential regulation of certain aquaporin genes and hormonal genes may be important for the genotypic differences. Our results suggest that divergent sensitivity to soil water content is an important mechanism configuring the genotypic specific responses to water deficit. The SNP markers identified provide useful resources for marker-assisted breeding.

## Introduction

Cowpea (*Vigna unguiculata*) is an important grain, vegetable, and fodder legume crop around the world. In Africa, South America and the Mediterranean basin, ssp. *unguiculata*, also known as African cowpea, is the dominant cultivar group grown mostly for use as grain. In Asia, ssp. *sesquipedalis*, also commonly referred to as the “asparagus bean” or “yardlong” bean due to its long tender pods that are harvested immature as a vegetable, is the most widely cultivated (Timko et al., 2007). Cowpea has long been recognized as a drought-resistant species, even outperforming groundnut, sorghum and pearl millet (*Pennisetum americanum*) under severe soil drought conditions (Ewansiha and Singh, 2006). However, both the capacity of cowpea plants to withstand water deficits and their stress reactions vary significantly by genotype (Watanabe et al., 1997; Muchero et al., 2008).

Plant physiologists and geneticists/breeders have long focused on understanding the physiological and genetic basis, respectively, of drought adaptation in cowpea. Physiologically, turgor-controlled leaflet movement (Schakel and Hall, 1979), a high leaf water potential (Bates and Hall, 1982), and partially opened stomata (Cruz de Carvalho et al., 1998) have been suggested to be key features for achieving high drought resistance in the African cowpea, while genotypic variation at the level of dehydration avoidance is correlated with the level of drought resistance (Belko et al., 2012). Geneticists have developed simple but reliable protocols to assess the levels of drought resistance at a large scale, such as visual scoring of drought-induced premature senescence, wilt, loss of stem greenness, and scoring of grain yield components (Muchero et al., 2008; Agbicodo et al., 2009). Using bi-parental mapping populations or natural populations, several QTLs or individual SNP loci were identified to be associated with these traits (Agbicodo, 2009; Muchero et al., 2009b, 2013). Efforts to characterize the gene expression related to drought resistance vs. susceptibility phenotypes have identified dozens of drought-responsive genes in cowpea (Iuchi et al., 1996; D'Arcy-Lameta et al., 2006). Nevertheless, large gaps currently exist among the various types of knowledge.

Since dehydration avoidance (a whole-plant trait) is considered to be the primary physiological mechanism responsible for the genotypic differences in drought resistance levels in cowpea (Bates and Hall, 1982; Likoswe and Lawn, 2008), the importance of surveying cowpea plant behaviors at the whole-plant level is reinforced. From the perspective of whole-plant water management, cowpea plants can be classified as “type I” or “type II” (Mai-Kodomi et al., 1999). Type I plants maintain high turgor and stay green for a longer time by ceasing growth and conserving moisture in all tissues. In contrast, Type II responses involve plants mobilizing moisture from older leaves to sustain growth of young tissues, resulting in rapid senescence of unifoliates. Although such classification has been used by cowpea breeders to choose parental lines for specific breeding programs, the physiological basis especially whole-plant water status in relation to the genotypic differences remain largely unknown. A major reason is that precise and representative assessment of whole-plant water relations is notoriously difficult, due to the spatial variability of soil types, their properties, changing soil-moisture conditions and other ambient conditions. To specifically measure drought avoidance, weeks of continuous assays are routinely required, making traditional facilities/methods based on non-automated and visual inspection impractical. The recent introduction of an advanced lysimetric facility offers a potential solution to this problem (Wallach et al., 2010). This system is based on a gravimetric system with soil probes; computer-controlled experimental planning, execution, and monitoring; and data analysis modules, thus providing automatic and real-time measurements to compare plant performance under non-stressed and stressed conditions.

Unlike its African progenitor, asparagus bean was domesticated in Asia and has adapted well to the milder local climate (Timko et al., 2007). There are currently no published data quantifying the genotypic differences in drought resistance in this subspecies, nor is the impact of artificial selection for agronomic traits on drought resistance understood. In this study, a multidisciplinary characterization of the natural variation in drought responses was carried out across the Chinese asparagus bean germplasm to dissect the genetic, physiological, and gene regulatory basis underlying the adaptive plasticity of this crop to soil drought. Our main findings include the apparent genotypic differences in transpiration patterns, the critical soil water threshold, and gene regulatory patterns in relation to dehydration avoidance among different varieties. We propose that divergent sensitivity to soil water content may represent an important adaptive mechanism for each genotype to its own climate. Thirty-nine SNP markers showing an association with various drought resistance traits were identified, providing useful resources for marker-assisted breeding of elite drought resistant varieties. Last but not least, we wish to underscore the often-neglected differences in the concepts of physiological and agronomic drought resistances for breeders to take into account when making their breeding programs.

## Materials and methods

### Plant materials

The plant materials used in this study comprised the 95-accession Chinese asparagus bean mini-core collection. This population had been genotyped with 1127 genome-wide distributed SNPs, based on which both the population structure (Q) and the relative kinships (K) were inferred (Xu et al., 2012). Two subpopulations namely the subgroup SV (standard vegetable) and NSV (non-standard vegetable) were partitioned in this population, and most individual pairs are found to be not or only weakly related.

### Visual phenotyping

Plants for visual phenotyping were grown under natural light conditions in a greenhouse in Haining, China (30°32′N/120°41′E). Each experiment included three replicates of drought-stressed plants and two replicates of well-watered plants (CK). A total of five seeds of each genotype were sown into plastic pots (Ø 20 × L 15 cm) filled with vermiculite and nutrient soil mixed in a 2:1 (v:v) ratio. One week after seed germination, the seedlingss were thinned to two seedlings per pot. All pots were irrigated with an equal amount of water every 3 days until the drought treatment was applied by withholding irrigation. Detailed information on the sowing, stress initiation and scoring dates is provided in Table S1. In each year each trait was scored only once, due to the large number of plant materials (95 × 2 × 3), their wide range of variation in growth speed, and strong climbing habit, which posed great challenges in scoring and plant management. The scored traits included drought-induced whole-plant wilting (Wt), the senescence of unifoliates (Scu), and stem greenness (Stg). Each of the three traits has been proven to be an excellent indicator of seedling stage drought resistance in cowpea ssp. *unguiculata* (Muchero et al., 2008; Agbicodo, 2009). The methods for scoring generally followed Muchero et al. (2008). Briefly, Wt was scored on a 0–5 scale, in which 0 referred to no sign of wilt and 5 to complete wilt. Stg was also scored on a 0–5 scale, in which 0 indicated being completely green and 5 indicated completely yellow. Scu was assessed with an index ranging from 0 to 5 that was expressed as a percentage, in which 0 corresponded to no sign of senescence and 5 to complete senescence (dead or fallen). Indices from 1 to 4 indicated that the following percentages of the leaf area were senesced: 1 ≤ 20%, 20% < 2 ≤ 40%, 40% < 3 ≤ 60%, 60% < 4 ≤ 80%. Only the stressed plants were scored because no symptom was observed in the CK group.

### Lysimetric facilities, plant growth conditions for assays, and data processing

Plants for lysimetric analyses were grown in a greenhouse in Rehovot, Israel (31°53′xN/34°48′E), in August, 2010 under ambient light with daily max:min temperatures of 34:15°C. The facility contains array-arranged, temperature-compensated load cells (4 L pots) with soil and environmental probes, a unique irrigation system with two dripping valves per plant to control the intensity of abiotic stress, and a central data logger and computing system (Figure 1). In details, each pot was placed in a plastic container (13 × 21.5 × 31.5 cm; height × width × length) through a hole in its top cover. A soil moisture, salinity and temperature sensor (5TE; Decagon Devices, USA) was placed in each pot. Specific coefficients of the Topp's third-order polynomial equation (Topp et al., 1980) were determined by the calibration of the sensors. The soil surface and containers were covered to avoid evaporation. The containers were filled with water daily to ensure the availability of water throughout the day and avoid the need for any supplemental irrigation that would induce weight fluctuations. A drainage hole in each container kept the water level in the container after each watering at 2 cm above the pot base. Excess irrigation was intended to prevent any accumulation of salt in the soil. This set-up ensured that the container weight decreased monotonically over the course of the day solely due to plant transpiration. After each irrigation-drainage cycle the system weight reached its original weight, but the additional weight coming from the plant biomass gain.

**Figure 1:**
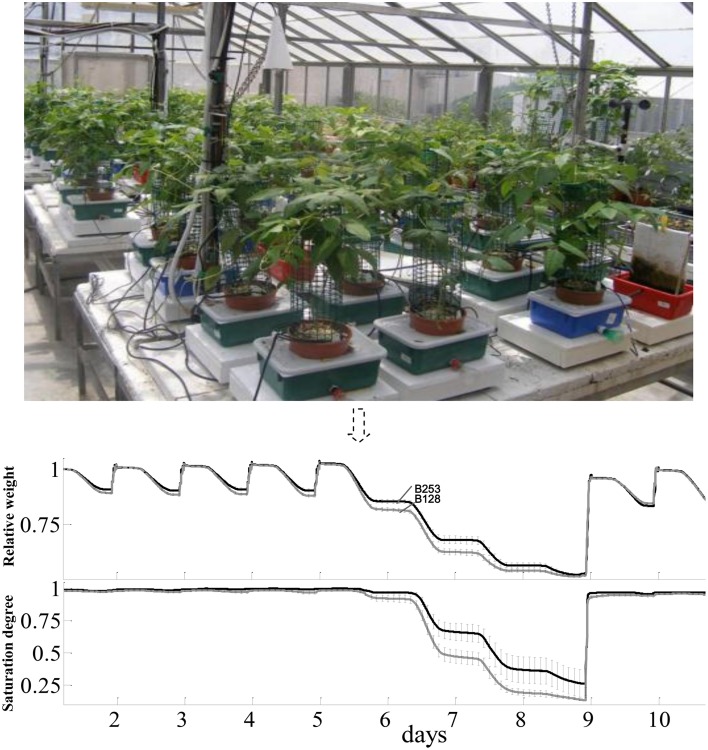
**The lysimetric system and a general description of full physiological profiling experiment**. The lysimetric system (top panel) constituted greenhouse array loaded with asparagus bean plants. This fully automated system collects data from all of the plants simultaneously. The pot-container system set on a sensitive, temperature-compensated load cell. A soil probe in each pot continuously monitors the volumetric water content and electrical conductivity of the growth media. The irrigation system is controlled by pre-programmed valves (CPV). In the bottom panel, data shown were the mean and SE of weight variation in different tested lines. Only data of B253 (black line) and B128 (gray line) were put in the figure throughout the full-irrigation and drought to make the figure clear.

Five seeds were sown per cell, but only two to three uniform seedlings were retained 3 days after germination. The plants were divided into treatment and control groups, and the physiological profile of each plant was measured over an extended time period that included well-irrigated (5–7 days), treatment (10–14 days) and recovery (5–7 days) stages. Three replicates were evaluated for each line. A minimum of 7 plants from each genotype were screened simultaneously. The soil water potential, relative humidity, and temperature were recorded continuously by the probes of each individual system, and the obtained data were automatically transferred to the central computer for analysis (Campbell Scientific CR1000 Data Logger, USA). The physiological profiles of the plants were acquired based on the following whole-plant parameters: (i) daily and cumulative transpiration; (ii) daily and cumulative mass gain; and (iii) biomass WUE. The pattern of diurnal transpiration was calculated from the first derivative of the variations in smoothed weight. Plant daily transpiration (PDT) was calculated based on the difference between the load cell readings before dawn (W_*m*_) and in the evening (W_*e*_). W_*m*_ and W_*e*_ were calculated as the average weight over a 30-min period. Daily plant weight gain (Δ*P*W_*k*_) was determined based on the difference between the container weight (W_*k*+1_ - W_*k*_) on the mornings of two consecutive days, *k* + 1 and *k*, when the drainage from the container following an irrigation event had finished. Note that since drainage was controlled by a hole in the wall of the container, the observed weight difference could be attributed to plant weight gain alone. For further details concerning the sampling rate, time series analysis and noise reduction, please refer to Wallach et al. (2010).

### Trait-marker genome-wide association study (GWAS)

A trait-marker association analysis was performed using the software Tassel 2.1 (Bradbury et al., 2007) under a generalized linear model (GLM) and a mixed linear model (MLM). The parametric population structure (Q) and relative kinship matrix (K) information were according to Xu et al. (2012). Significant SNPs were defined if showing a minus log-transformed *P* > 3.

### Design and construction of a custom cDNA microarray

A custom Roche NimbleGen microarray was designed based on 29,728 unigene sequences from assembly P12 of cowpea cDNAs in the HarvEST database (Muchero et al., 2009a). The ESTs used to assemble these unigenes came from 17 cowpea cDNA libraries covering a diverse range of tissues and growth conditions. With the exception of 189 unigenes that failed to pass quality filtering for probe design, each of the unigenes was represented by a set of four 60-mer probes on the fabricated microarray. Due to high sequence similarity, 65 unigenes shared the same group of probes. Therefore, a total of 29,471 unigenes, 26,156 of which were functionally annotated, were represented on the microarray, and a total of 24 microarrays (2 genotypes × 2 tissues × 2 treatments × 3 replicates) were produced for hybridization. Ten copies of each of eight control probes derived from the yeast genome sequence with no matches to the unigene sequences were also included in the microarray.

### Plant growth conditions for microarray analyses, hybridization, and data processing

Sixteen-day-old, well-irrigated seedlings of the accessions B47 and B128 at a density of two per pot (Ø 20 cm × L 15 cm) were divided into stressed and control groups. The drought treatment was imposed by withholding irrigation. On the 15th day after treatment, two side leaflets of the first trifoliate (aerial organ) and roots (underground organ) from each stressed and control plant were harvested, and samples from the same pot were mixed for RNA extraction. The severity of drought stress was assessed by calculating the relative water content (RWC) of the middle leaflet of the first trifoliate. The formula for calculating RWC was: RWC = [(FW−DW)/(TW−DW)] × 100%, where FW, DW, and TW stand for fresh weight, dry weight, and turgid weight, respectively. Three replicates were sampled for each treatment × genotype × tissue combination. At the time of sampling, the average leaf RWC in drought-stressed B47 plants was 65.3%, which was significantly higher than that in B128 plants (52.1%; *P* < 0.01). The average leaf RWC values in the two genotypes in the control group were 83 and 81.5%, which were similar.

Total RNA was extracted using the Plant RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity was assessed via formaldehyde agarose gel electrophoresis, and the quantity of RNA was measured spectrophotometrically. High-quality RNA samples with an OD_260_ ≥ 2 were reverse-transcribed into cDNA using the SuperScript™ cDNA Synthesis Kit (Invitrogen, Carlsbad, CA). Microarray hybridizations were performed in the CapitalBio Corporation (Beijing, China). Briefly, labeled samples in hybridization solution were denatured at 95°C for 3 min prior to loading onto a microarray. Hybridization was performed at 42°C for 14 h with the NimbleGen Hybridization System. After two rounds of washes, the arrays were scanned using a NimbleGen MS200 scanner at a 2 μm resolution. NimbleScan software was used to extract fluorescent intensity data from the scanned images. Each scanned image was visually inspected to ensure that none, or < 1%, of the chip area had defects. Sample tracking controls (STC) were applied according to NimbleGen's instructions. The expression data from the probes were normalized using quantile normalization, and expression data for genes were generated using the Robust Multichip Average (RMA) algorithm (Irizarry et al., 2003). Multiple test corrections were performed based on the FDR (Benjamini and Hochberg, 1995). Hierarchical clustering using the average linkage method was performed with Cluster3.0 software, and the cluster results were visualized with the TreeView program (Eisen et al., 1998). Source data for each of the hybridization experiment is deposited in the NCBI Gene Expression Omnibus under the GEO series accession number GSE63636.

### Gene ontology (GO) enrichment analyses

Gene ontology (GO) enrichment analyses were performed using GOrilla (Eden et al., 2009) under a *P*-value threshold of 10E^−4^ for statistical significance. Prior to running the program, the DEGs were subjected to BLASTX searches against *Arabidopsis* protein sequences under a *P*-value cut-off of 10E^−3^ to provide legible sequence IDs for recognition in the program.

### Comparative mapping

The sequences of all DEGs and the unigenes from which SNPs associated with morphological traits were derived were subjected to BLASTX searches against the soybean genome (http://www.plantgdb.org/GmGDB/cgi-bin/blastGDB.pl) to identify the LD relationships of their orthologs. The criteria for declaring orthologous sequences were as follows: length of aligned sequence ≥80 bp, and an *e*-value ≤ *e*^−10^. Wherever multiple hits occurred, only the best hit was considered.

## Results

### Natural variation in drought responses and the marker-trait associations

To obtain global insight into the natural variation in drought resistances, three morphological traits, viz. drought-induced whole-plant wilting (Wt), the senescence of unifoliates (Scu), and stem greenness (Stg) were scored across the 95-accession Chinese asparagus bean mini-core diversity panel in the years 2011, 2012, and 2014. Each year, all three traits exhibited a range of variation from grades 0 (the lowest) to 5 (the highest; Figure 2), demonstrating a broad genotypic variability of drought resistance in the germplasm. Stg showed the highest correlation coefficients over the course of the experiment (Table 1), which is in agreement with Muchero et al. (2008). By year, the pairwise correlation coefficients between the three traits were highest in 2012 (0.449–0.724), followed by 2014 (0.319–8–0.657), while they were lowest in 2011 (0.251–0.312). A higher level of skewness of the data was observed for the 2011 data, which could be attributed to scoring the traits in an earlier stage of a different season compared with later years.

**Figure 2:**
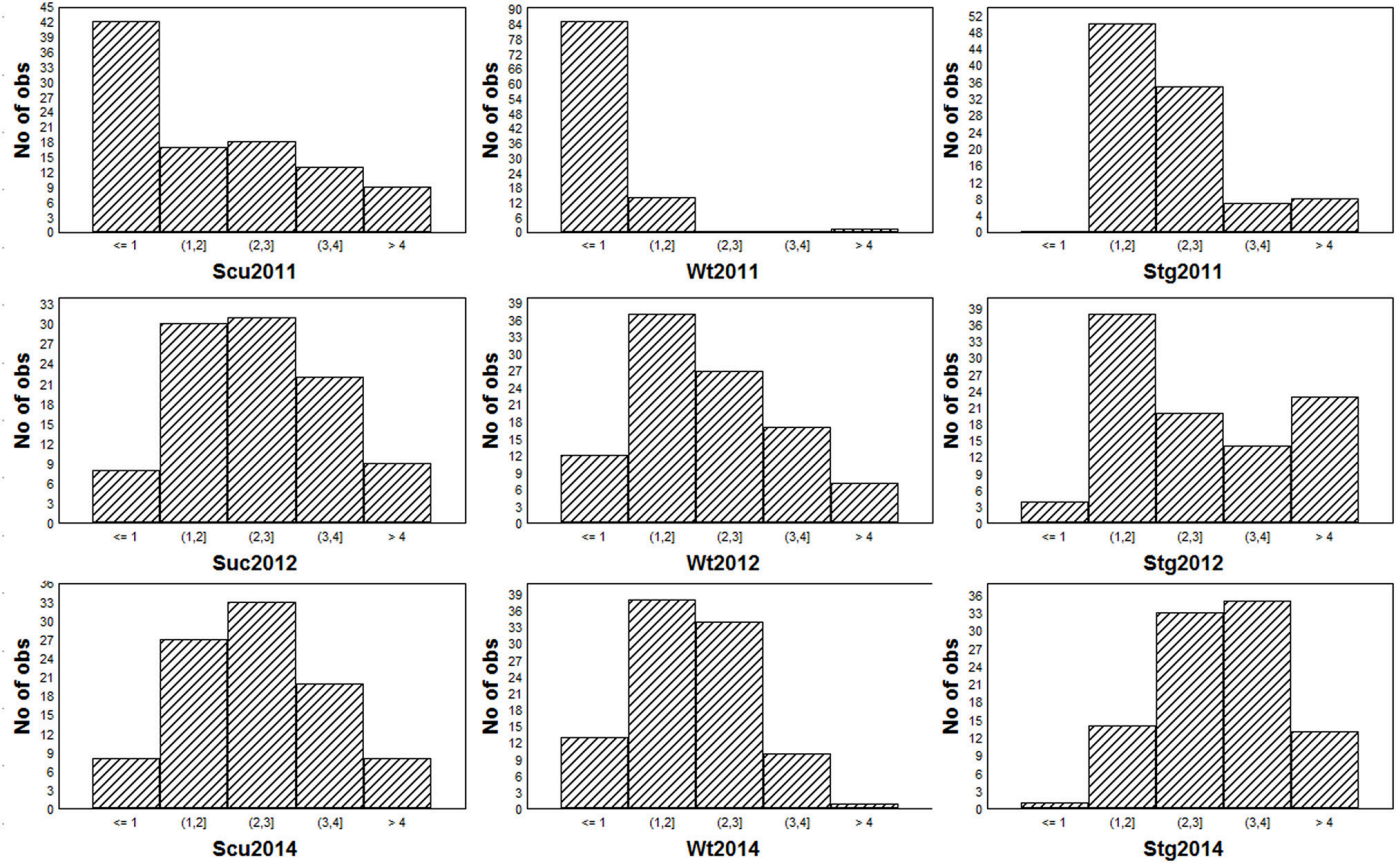
**Frequency distribution of the three morphological traits in the three trials**.

**Table 1:** **Significant correlation co-efficiencies of the traits visually scored in different years (*P* ≤ 0.05)**.

	**Scu2011**	**Wt2011**	**Stg2011**	**Scu2012**	**Wt2012**	**Stg2012**	**Scu2014**	**Wt2014**
Scu2011^a^								
Wt2011	0.251							
Stg2011	–^b^	0.312						
Scu2012	0.277	0.256	0.376					
Wt2012	-	0.318	0.444	0.510				
Stg2012	-	0.327	0.581	0.449	0.724			
Scu2014	0.232	–	–	0.361	0.256			
Wt2014	–	0.228	–	0.271	0.275	0.338	0.578	
Stg2014	–	0.242	0.393	0.339	0.407	0.558	0.318	0.657

a *Scu, senescence of unifoliates; Wt, whole-plant wilting; Stg, stem greenness*.

b *No significant correlation detected*.

Using previous genome-wide SNPs data for the population (Xu et al., 2012), a GWAS was performed under both a generalized-linear model (GLM) and mixed-linear model (MLM) to search for SNP loci associated with the three traits. Under the given statistical threshold, 4, 26, and 11 SNP loci were found to be consistently associated with Wt, Scu, and Stg (*P* < 0.01), respectively (Figure 3, Table 2). Two SNPs were associated with more than one trait. These SNPs were distributed among 10 of the 11 linkage groups (LGs) in the cowpea consensus genetic map, with the exception of LG1 (Muchero et al., 2009b), and each explained a moderate to small amount of the observed phenotypic variation. The SNP loci in LG2, 3, 4, 5, and 8 formed several clusters in which neighboring loci were < 5 cm apart. Ten significant SNPs were found to be coincident with SNPs for adult plant drought resistance detected in the African cowpea germplasm (Muchero et al., 2013). Eleven SNPs fell within the regions of drought resistance QTLs previously identified in African cowpea (Muchero et al., 2009a).

**Figure 3:**
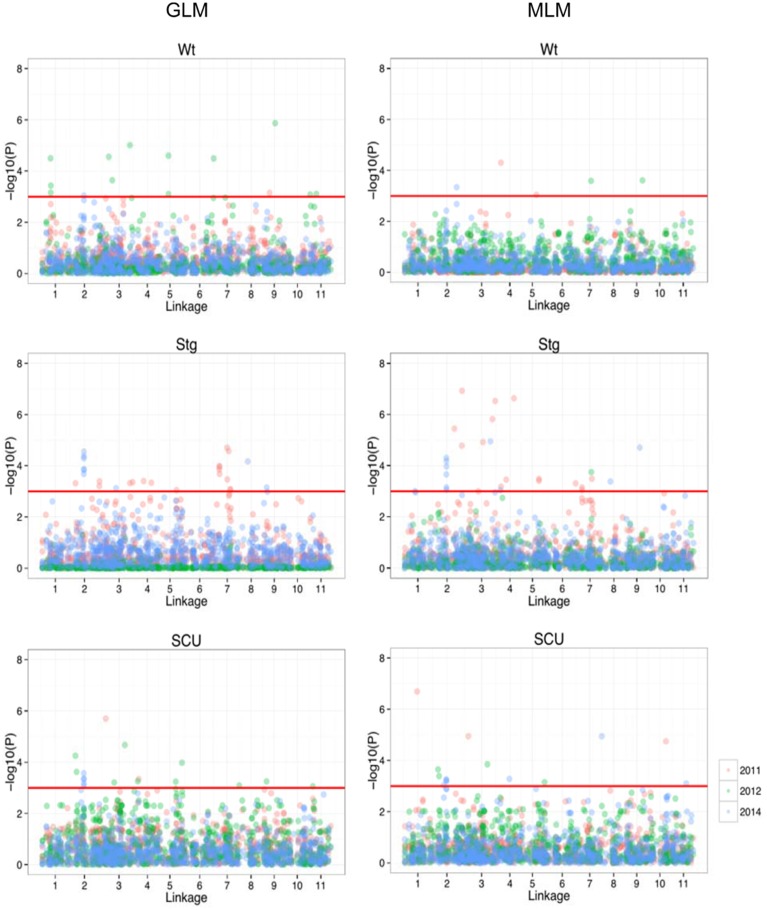
**Manhattan plot of the genome-wide associations in drought resistance traits**. On the left are the results from GLM, and on the right are results from MLM. In each panel, the minus log-transformed *P*-value for each SNP for association with drought resistance in each year was presented (as indicated in different colors).

**Table 2:** **Marker-trait associations detected by GWAS**.

**SNP loci**	**Traits associated^a^**	**Experiment and methods detected^b^**	**Linkage group**	**Position (cm)**	**Associated drought resistance traits in African cowpea**	**Fall into IT93K-503-1 X CB46 QTLs**
1_1258	Stg	G2011, M2011, 2012	LG2	16.45		
1_1181	SCU	G2012, 2014, M2014	LG2	35.49		
1_0693	SCU	G2011, 2014, M2014	LG2	35.76		
1_1140	SCU	G2012, 2014, M2014	LG2	35.76		
1_1352	SCU	M2011, 2014	LG2	57.49	Senescence	*Dro-9*
1_1021	SCU	G2011, 2014	LG2	71.25		*Dro-9*
1_1021	Stg	G2011, 2014, M2011	LG2	71.25		
1_1481	Stg	G2011, M2011, 2014	LG2	71.66		
1_0724	SCU	G2011, 2012, M2011	LG3	11.96		
1_1483	Stg	G2011, 2014	LG3	33.34		
1_0636	SCU	G2011, 2012	LG3	38.59	Biomass	
1_1349	SCU	G2011, 2012	LG3	39.83	Senescence	
1_0758	SCU	G2011, 2012	LG3	44.93		
1_1022	SCU	G2011, 2012	LG3	44.93		
1_1427	SCU	G2011, 2012	LG3	44.93		
1_0086	SCU	G2011, 2012	LG3	45.02		
1_0064	SCU	G2011, 2012	LG3	45.73		
1_1005	Wt	G2011, 2014	LG3	52.26		
1_0380	Stg	G2011, M2011, 2014	LG3	73.42		
1_1162	Stg	G2011, M2011	LG3	73.79		
1_0888	SCU	G2011, 2012, 2014, M 2012, 2014	LG4	0.72	Seed weight per plant	
1_1147	SCU	G2011, 2012, 2014, M 2011	LG4	2.77	Grain yield	
1_0128	Stg	G2011, 2014	LG4	29.51		
1_0205	SCU	G2011, 2012, M2012	LG5	43.29		
1_0127	Stg	G2011, 2014	LG5	44.42	Seed weight per plant	
1_0032	SCU	G2011, 2012, M2012	LG5	45.27		
1_0664	SCU	G2011, 2012	LG6	59.00		
1_1057	Wt	G2011, M2012	LG7	27.33	100-seed weight	*Dro1*
1_1057	Stg	G2011, M2011, 2012	LG7	27.33		*Dro1*
1_0298	SCU	G2012, M2012, 2014	LG8	3.80		
1_0771	SCU	G2011, 2012	LG8	10.64		
1_0838	Wt	G2011, 2014	LG8	42.11	Seed number per plant	*Dro-3*
1_1374	SCU	G2011, 2012	LG8	45.26		*Dro-3*
1_1167	SCU	M2011, 2014	LG9	0.20		
1_0097	SCU	M2011, 2014	LG9	8.60	Grain yield	
1_0474	SCU	M2011, 2014	LG9	40.27		
1_0759	Stg	G2011, M2011, 2014	LG10	40.74	Seed number per pod	*Dro-3*
1_0603	SCU	G2011, 2012, M2012	LG11	4.60		*Dro-3*
1_0905	SCU	G2011, 2012	LG11	5.71		*Dro-3*
1_0486	Wt	G2012, M2014	LG11	23.14		*Dro-3*
1_0274	Stg	G2012, M2014	LG11	26.78		*Dro-3*

a *Scu, senescence of unifoliates; Wt, whole-plant wilting; Stg, stem greenness*.

b *G, GLM; M, MLM*.

### Whole-plant water relations in four independent accessions under well-watered and drought conditions

According to the different performances in visual phenotyping (Table 3) and the representativeness of the Chinese asparagus bean germplasm, four accessions, viz. B47, B118, B128, and B253, were employed or whole-plant water relation analysis using a lysimetric system (Figure 1). All four genotypes exhibited a diurnal rhythm of weight changes under WW conditions, with weight loss occurring only during daytime (Figure 1). This observation suggests that the stomata of all genotypes were relatively closed at night. The plant growth rate and water use efficiency (WUE) exhibited major differences between lines (Figures 4A,B). B128 presented the fastest growth rate and the highest WUE under well-watered conditions; however, drought treatment caused the greatest loss of growth potential in this line (Figure 4C). B47 showed a slow growth rate and moderate WUE with a less drastic loss of growth potential in response to drought treatment. B118 and B253 presented greater stability of these parameters. Observations of whole-plant transpiration (ET) and ET normalized to plant size (ET/weight; ETW) across depletion of the soil water content (SWC) revealed that plant transpiration was size dependent (Figure 5). B128, which showed the highest ET under WW conditions, presented the lowest water loss per unit of mass (ETW), while the opposite pattern was observed for B118 and B47.

**Table 3:** **Scores of Scu, Stg and Wt in B47, B118, B128, and B253 under drought stresses**.

**Genotype**	**Wt^a^**			**Stg^a^**			**Scu^a^**		
	**2011**	**2012**	**2014**	**2011**	**2012**	**2014**	**2011**	**2012**	**2014**
B47	0.33	1	0.4	2	1.67	2	1	2	1.6
B118	0.33	1.67	2.67	2	2.67	3.33	3	5	3.33
B128	0.33	1.5	3	2.33	3	3.33	1	2.33	2.8
B253	0.67	3.67	1.67	4.66	5	5	1	3.67	2.33

a *Scu, senescence of unifoliates; Wt, whole-plant wilting; Stg, stem greenness. Data reported for each year are the means of three replicates*.

**Figure 4:**
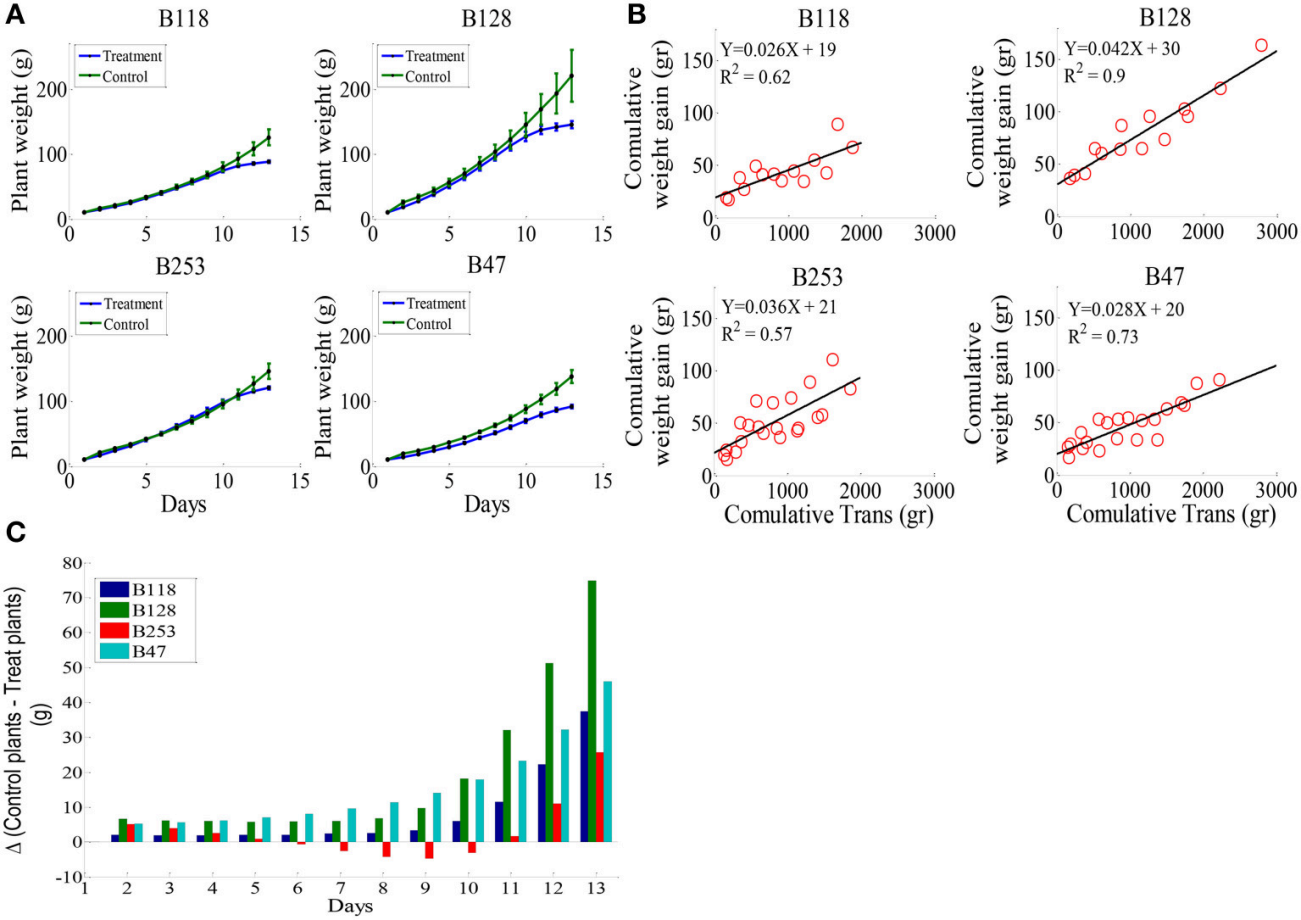
**Whole-plant growth rate and water use efficiency (WUE) in the four lines**. **(A)**, Mean and SE of the whole-plant cumulative biomass. **(B)**, Plant WUE, defined as the ratio between plant weight gain (Δ_*PW*_) and the amount of water transpired. The WUE of each line was determined by fitting a linear curve for the cumulative plant weight gain during the pretreatment stage vs. cumulative water transpiration. **(C)**, The loss of weight gain due to drought treatment (bigger bars indicate greater loss). A minimum of seven plants from each genotype were screened simultaneously.

**Figure 5:**
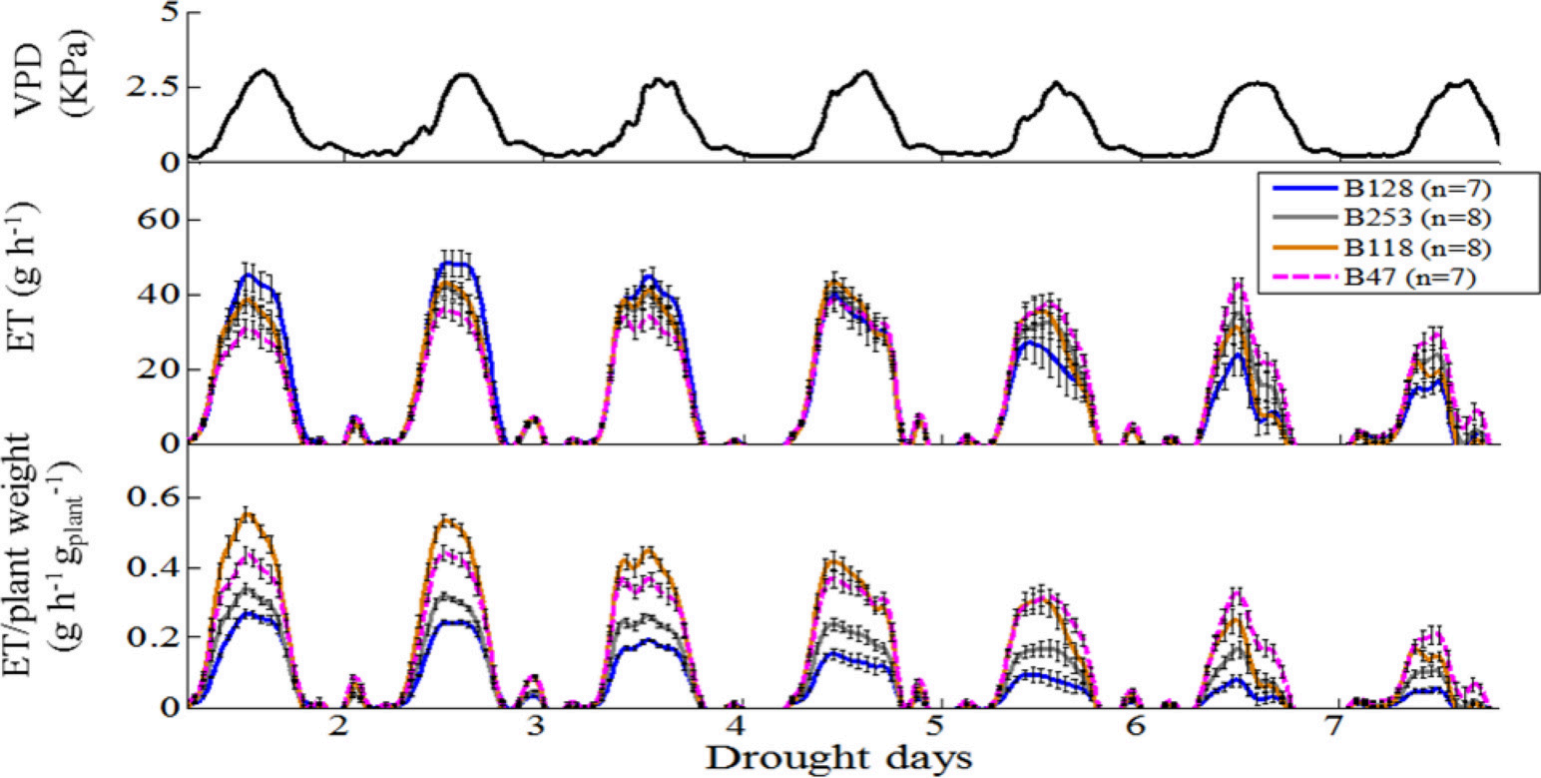
**Whole-plant response to ambient (atmosphere and soil) variation, normalized to plant weight and the vapor pressure deficit (VPD)**. **Top panel**, Daily VPD during seven consecutive days of drought. **Middle panel**, Mean and SE of the rate of diurnal water loss (transpiration) in whole plants during 7 days of drought treatment, calculated as the first derivative of the measured weight loss. **Bottom panel**, Mean and SE of the rate of whole-plant transpiration (in the same plants as above), normalized to the plant weight. A minimum of seven plants from each genotype were screened simultaneously.

For each genotype, the plot of TW vs. SWC revealed a distinct, constant midday transpiration level (*E*_max_) until the soil moisture content reached a critical value (θ_cr_), when a decrease in the transpiration rate took place (Figures 6A,B). This ETW (SWC) pattern indicates that soil water availability becomes a limiting factor only when SWC < θ_cr_, and each accession has a unique capacity to maintain the maximum transpiration rate under progressive soil water depletion. The lines B47 and B128 appeared to be the most and least sensitive to soil moisture deficits, as they exhibited the highest and lowest θ_cr_ values (Figures 6C,D). B47 also showed the highest rate of ET decline after θ_cr_ was reached (Figure 6D), suggesting that this line achieved the most effective dehydration avoidance response.

**Figure 6:**
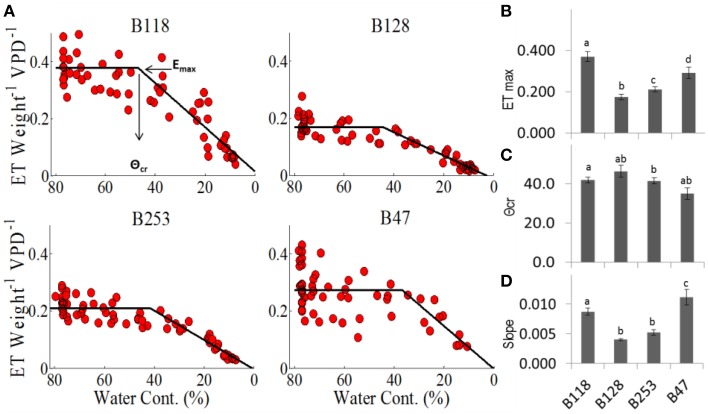
**Midday transpiration vs. soil water contents. (A)** Midday whole-plant transpiration (normalized to weight and VPD) as a function of the relative soil water content. The specific values for each cultivar are as follows: **(B)** E_*max*_ is the maximum transpiration before it reaches **(C)** the critical soil water content, θ_cr_, after which E decreases, as described by the slope **(D)**. Different letters represent significant differences (*t*-test, *P* < 0.05). A minimum of seven plants from each genotype were screened simultaneously.

### Comparison of drought-responsive transcriptomes between B47 and B128

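The leaf and root transcriptomes of B47 and B128 were each measured in drought-stressed and well-watered plants, which gives 8 groups, with 3 arrays per group and 24 arrays in all. Seedlings were 16 days old when irrigation was withheld, and organs were harvested on day 15 of the treatment, with material of the 2 plants of a pot mixed. Each array is a custom 1-colour NimbleGen array, on which a unigene (a transcript sequence assembled from cowpea cDNA reads) is read by a set of short probes. The authors normalized the probe intensities between arrays by quantile normalization and summarized them to 1 value per unigene by the Robust Multichip Average algorithm, and the deposited values are these normalized intensities on a linear scale. The series covers 29471 unigenes and 8 control entries derived from yeast, which were left out of every test. The median intensity of an array lay between 1541 and 1581 in the 4 leaf groups and between 1506 and 1537 in the 4 root groups. The labels of the 6 arrays of drought-stressed roots name the root in one field and the leaf in another. They were taken as roots, because the 6 leaf drought arrays of the design are labelled separately. Across unigenes, which are not independent replicates, each of these 6 arrays had a mean Pearson's r of 0.886 to 0.902 with the well-watered root arrays of its genotype and of 0.726 to 0.758 with the well-watered leaf arrays. Values were log2-transformed and fitted with limma, with 1 mean for each of the 8 groups and 16 residual degrees of freedom. Fold changes are given as drought over well-watered on the log2 scale. P-values of limma's moderated test were adjusted by the Benjamini-Hochberg method within each comparison, and differentially expressed genes (DEGs) were unigenes with a fold change of at least 2 and an FDR of at most 0.01, the thresholds that the paper states. The paper's text names no test for the arrays. The number of arrays limits the precision of every value, and since no probe intensities or detection calls were used here, low values could not be set against background.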

Because B47 and B128 displayed major differences in the regulation of the whole-plant water status under soil water deficits, the drought-responsive transcriptomes of their leaf and root organs were compared using a custom microarray hybridization method. 

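Over the 29471 unigenes, Pearson's r between 2 replicate arrays of a group was computed for the 24 pairs of replicates. On log2 values it ranged from 0.960, between replicates 1 and 2 of well-watered B128 leaves, to 0.994, between replicates 1 and 3 of drought-stressed B128 roots. On linear intensities the lowest value was 0.944, for the same pair of B128 leaf arrays. With the 25% of unigenes with the lowest mean left out, the lowest r on the log2 scale was 0.919. These are correlations across unigenes, which are not independent replicates.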

The consistency of the microarray data was confirmed by high pair-wise correlation coefficients (*r*, 0.944–0.993) between replicates (Table S2). 

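In B47 leaves, 2317 unigenes were up-regulated and 2412 down-regulated, and in B128 leaves 1859 were up-regulated and 2461 down-regulated. Roots gave more DEGs, with 3208 up-regulated and 3425 down-regulated in B47 and 3096 up-regulated and 3310 down-regulated in B128. Between 97.8% and 99.8% of the DEGs of a comparison had no overlap between the 3 drought and the 3 well-watered arrays, where chance gives 10% of unigenes and where 48.4% to 58.7% of all unigenes had none. Both genotypes shared 1124 up-regulated and 1409 down-regulated unigenes in leaves, and 2264 and 2590 in roots. A further 3781 unigenes in leaves and 3327 in roots were DEGs in 1 genotype only. Of these, the other genotype changed in the same direction in 84.6% in leaves and 94.2% in roots. The interaction of genotype and drought, which tests the difference between the responses of B128 and B47 itself, met the thresholds for 714 unigenes in leaves and 94 in roots. It was met by 472 of the single-genotype DEGs in leaves and by 65 of those in roots. Without replicate 1 of drought-stressed B47 leaves these numbers were 449 and, among the single-genotype DEGs, 288, and without replicate 3 of well-watered B47 leaves 456 and 300. Without replicate 3 of well-watered B47 roots they were 44 and 35, without replicate 2 of the same group 49 and 37, and without replicate 1 of it 149 and 108. The number in roots was also 47 without replicate 1 of drought-stressed B128 roots and 53 without replicate 2 of drought-stressed B47 roots, with 36 and 39 among the single-genotype DEGs, and 42 of those, in place of 65, without replicate 1 of well-watered B128 roots. With array weights the interaction met the thresholds for 1486 unigenes in leaves and 1748 in roots, and in the unmoderated model on only the arrays compared for 168 and 10. Across unigenes, which are not independent replicates, the log2 changes of B47 and B128 had a Pearson's r of 0.713 in leaves and 0.896 in roots. The number of DEGs moved most under limma's test against a fold change of 2 in B47, to 1216 in leaves and 1947 in roots, and in an unmoderated linear model on only the 6 arrays compared in B128, to 595 in leaves and 1024 in roots. Setting the mean of the yeast control entries equal between arrays, a scaling chosen after the data were seen, also moved numbers by direction. Under it 4426 unigenes were up-regulated in B47 leaves and 1865 in B47 roots. In B128 roots 1508 were up-regulated and 5170 down-regulated.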

The number, identity and relationships of up- and down-regulated (fold change ≥2, FDR ≤ 0.01) genes in B47 and B128 are shown in Venn diagrams (Figure 7) as well as Tables S3, S4. Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) clearly demonstrated a much more complicated GO enrichment network among down-regulated genes as compared with up-regulated genes, particularly in roots (Figure S1, Table S5), which appeared characteristic to asparagus bean. 

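Down-regulated unigenes made up 51% of the DEGs in B47 leaves, 57% in B128 leaves, 51.6% in B47 roots and 51.7% in B128 roots. The share in B47 leaves was 49.2% without replicate 1 of the well-watered arrays and 49.1% without replicate 3 of the drought arrays, and the share in B47 roots was 49.5% without replicate 2 of the drought arrays. An unmoderated linear model on only the 6 arrays compared gave 53% in B47 leaves, 42.7% in B128 leaves, 59% in B47 roots and 61.3% in B128 roots. Under limma's test against a fold change of 2 it was 61% in B47 leaves, 58.7% in B128 leaves, 63.2% in B47 roots and 67.2% in B128 roots. With the mean of the yeast control entries set equal between arrays, a scaling chosen after the data were seen, the share was 27.3% in B47 leaves and 77.4% in B128 roots. By the paper's own enrichment in Table S5, 43 terms are listed for down-regulated and 6 for up-regulated genes of B47 leaves, and 21 and 17 for those of B128 leaves. For roots the paper's numbers are 74 and 17 in B47, and 93 and 16 in B128.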

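The genes that Table S5 lists under each GO term were matched to unigenes by the descriptions in the paper's annotated gene tables. The lists used here stop after 7 to 9 genes for the terms on water deprivation, lipid and abscisic acid, so the members are described and no enrichment was tested. The listed genes are the paper's own DEGs of that genotype, organ and direction on these same arrays, so calls in the listed comparison are expected from their selection. Of 9 genes listed for the response to water deprivation in B47 leaves, all 9 were matched, to 18 unigenes, of which 14 were up-regulated DEGs with a median log2 change of 2.18. In B128 leaves 8 of 9 listed genes were matched, to 11 unigenes, and all 11 were up-regulated, by 1.82 to 6.14. The same term in roots gave 9 matched unigenes in B47 and 12 in B128, all of them up-regulated, with medians of 3.22 and 3.20. For the response to abscisic acid, 13 of 14 matched unigenes were up-regulated in B47 leaves, 11 of 11 in B128 leaves, 7 of 8 in B47 roots and 13 of 14 in B128 roots. The response to lipid was matched to 14 up-regulated unigenes of 15 in B47 roots and shared its matched unigenes with the response to abscisic acid in both organs of B128. Across these lists, at most 2 matched unigenes per list met the thresholds of the interaction of genotype and drought.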

Some well-known GO terms for plant drought responses, such as the “response to water deprivation,” “response to lipid,” and “response to abscisic acid,” were enriched in both genotypes. Known protective or regulatory genes including *ABI1, ABF2, PP2CA*, and *NCED5* were annotated by these GO terms. These results revealed that some common drought resistance pathways such as the ABA and phosphate lipid signaling are also fundamental in asparagus bean.

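ABI1 (UP12_8966) rose from a mean log2 intensity of 9.22 ± 0.19 (SD, n = 3 arrays) in well-watered B47 leaves to 12.32 ± 0.54 (SD, n = 3) under drought. This log2 change of 3.09 (standard error 0.28, adjusted p = 7.4e-08 from limma's moderated test with Benjamini-Hochberg adjustment) compared with 3.00 in B128 leaves, 3.88 in B47 roots and 3.49 in B128 roots. PP2CA (UP12_1741) rose by 1.97 and 1.93 in B47 and B128 leaves and by 2.31 and 1.90 in the roots. The annotation names 2 unigenes ABF2. UP12_26761 was up-regulated in all 4 comparisons, most in B128 leaves, by 3.75. UP12_12562 rose by 1.74 in B47 leaves, 1.82 in B128 leaves and 1.40 in B47 roots, while its rise of 0.96 in B128 roots was under the fold change threshold. NCED5 is also represented by 2 unigenes. UP12_25297 rose by 2.27 to 3.22 and UP12_19012 by 1.34 to 2.61 over the 4 comparisons. The rises of UP12_26761 and UP12_19012 in leaves were larger in B128, by 1.20 and 1.27 on the log2 scale, with adjusted p-values of 0.032 and 0.039 from limma's moderated test of the interaction with Benjamini-Hochberg adjustment, which do not pass the FDR threshold. From terms enriched in both genotypes, and from known genes annotated by them, the paper concludes that pathways such as ABA and phosphate lipid signaling are also fundamental in asparagus bean.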

**Figure 7:**
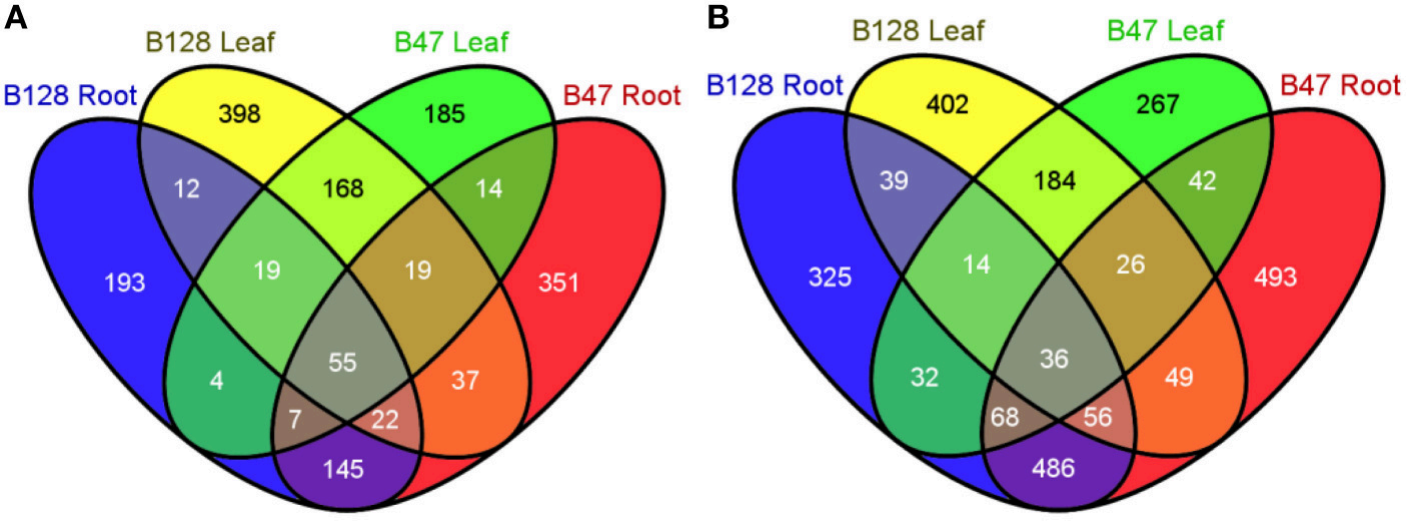
**Venn diagrams showing the number and relationships of drought-regulated genes in B47 and B128**. **(A)**, up-regulated genes under drought stress; **(B)**, down-regulated genes under drought stress.

Some GO terms were enriched in a genotype-specific manner. 

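The lists for B128 leaves are used here in part. For the hyperosmotic salinity response, the listed genes were matched to 9 unigenes, all up-regulated by drought in B128 leaves, with log2 changes of 1.15 to 4.75. Of these 9 unigenes, 7 were also up-regulated in B47 leaves, where their median change was 2.64, and 1 was down-regulated there. The response to inorganic substance gave 10 unigenes, all up-regulated in B128 leaves (median 2.88), and 9 of them were up-regulated in B47 leaves as well, with a median of 2.04. For the response to alcohol, the part of the list used here holds the same 11 unigenes as the response to abscisic acid, and 9 were up-regulated in B47 leaves. As the lists were chosen for their rise in B128 leaves, larger changes there than in B47 are not independent evidence. Tested directly, the responses of B47 and B128 leaves differed at 1 unigene of the hyperosmotic salinity list, 3 of the inorganic substance list and 1 of the alcohol list.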

Among the genes up-regulated in leaves of B47, GO terms were enriched mostly for the responses to water deprivation, ABA and oxygen compounds, whereas in B128 they comprised more items like the “hyperosmotic salinity response,” “response to inorganic substance,” and “response to alcohol.” 

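The 7 genes that Table S5 lists for the light-harvesting complex were matched to 13 unigenes. All 13 were down-regulated in B128 leaves, by log2 changes of -4.89 to -2.12 and a median of -2.82. In B47 leaves, 10 of these 13 unigenes were down-regulated too, with a median of -2.73 and a range of -4.67 to 0.41. For 3 of the 13 the interaction of genotype and drought in leaves met the thresholds, and its median over the 13 was 0.02. Chlorophyll binding, whose list is used here in part, was matched to 12 unigenes, of which 12 were down-regulated in B128 leaves and 9 in B47 leaves. Both lists were drawn by the paper from DEGs of B128 leaves on these arrays, so their calls in B128 are set by the selection.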

Among the down-regulated genes in the same organ, the GO terms enriched in B128 were related to photosynthesis, ion transportation and cellular homeostasis, whereas in B47 no significant enrichment of photosynthesis genes was noted. 

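Among the members matched for B47 leaves, the hormone-mediated signaling pathway gave 13 unigenes, of which 12 were down-regulated in B47 (median -3.31) and 10 in B128 (median -1.97). All 15 unigenes of the defense response were down-regulated in B47 leaves, with log2 changes of -7.50 to -1.92, and 8 of them were down-regulated in B128 leaves. Of 12 unigenes matched to the response to jasmonic acid, 11 were down-regulated and 1 up-regulated in B47 leaves, and 9 were down-regulated and 2 up-regulated in B128 leaves. The medians of this list were -3.02 and -1.58. Tested as an interaction, the leaf response differed between the genotypes at 5 unigenes of the hormone-mediated signaling list, 6 of the defense list and 2 of the jasmonic acid list. The lists of these 3 terms are used here in part, as 9 to 11 listed genes each, and hold genes that the paper found lowered in B47 leaves on these arrays, so the larger falls in B47 follow in part from the selection.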

Rather, additional GO terms such as the “hormone-mediated signaling pathway,” “defense response,” and “response to jasmonic acid” were found to be specifically enriched in B47. Given the differential regulation of whole-plant water relations between the two line expressed as, for instance, the different leaf water contents and yellowish/wilting phenotypes, the GO enrichment patterns were in good accordance with each line's physiological characteristics. More interestingly, GO terms related to ethylene synthesis/responses were enriched in both B47 and B128, but these effects were observed in different organs (the leaves of B47 and roots of B128). 

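The part of the list for the ethylene biosynthetic process in B47 leaves used here holds 8 genes, which were matched to 11 unigenes. In B47 leaves 10 of them were down-regulated and 1 up-regulated, with a median log2 change of -2.22. In B128 leaves 9 of the 11 were up-regulated and 1 down-regulated, with a median of 1.47. The genes were listed for their fall in B47 leaves on these arrays, so that fall is not independent evidence. At 8 of the 11 the interaction of genotype and drought met the thresholds. At UP12_1646 the change was -4.27 in B47 leaves and 3.64 in B128 leaves, a difference of 7.91 (standard error 0.68, adjusted p = 2.7e-07 from limma's moderated test with Benjamini-Hochberg adjustment). Averaged over the 11 unigenes, log2 intensity in leaves fell from 12.43 ± 0.26 (SD, n = 3 arrays) to 9.89 ± 0.11 (SD, n = 3) in B47 and rose from 9.82 ± 0.53 (SD, n = 3) to 11.18 ± 0.31 (SD, n = 3) in B128. In roots the same average fell in both genotypes, from 13.16 ± 0.10 to 11.33 ± 0.06 (SD, n = 3 each) in B47 and from 13.53 ± 0.18 to 11.76 ± 0.19 (SD, n = 3 each) in B128. The list for B128 roots is used here in part, and 6 of its 10 listed genes were matched, to 10 unigenes. Of these unigenes, 7 were down-regulated and 1 up-regulated in B128 roots, and 9 and 1 in B47 roots. Among the 10 unigenes, 0 met the thresholds of the interaction in roots by limma's moderated test or had an unadjusted p under 0.05 there. The paper's list of genes regulated in the roots of 1 genotype only was not used for the matching, which favours unigenes that respond in both. This count therefore does not test whether the genotypes differ in roots.

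**Figure D1:**
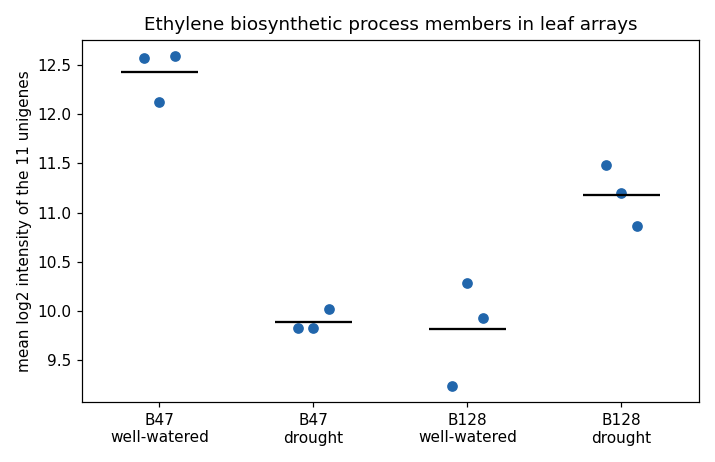
Mean log2 intensity of the 11 unigenes matched to the ethylene biosynthetic process, for each leaf array (points) and group (lines, means of 3 arrays). The 3 drought arrays of B47 lie between 9.83 and 10.02, below its well-watered arrays at 12.13 to 12.59, while those of B128 lie between 10.86 and 11.48, above its well-watered arrays at 9.24 to 10.28.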

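The part of the list for the response to karrikin in B128 leaves used here holds 8 genes, which matched 13 unigenes. In B128 leaves 8 of these were up-regulated and 2 down-regulated by drought, over a range of -5.30 to 7.06 and with a median log2 change of 2.11. In B47 leaves 6 were up-regulated and 4 down-regulated, with a median of 1.01. The difference between the leaf responses met the thresholds of the interaction at 3 of the 13 unigenes, and the median difference was 0.12. The genes were listed by the paper for their rise in B128 leaves on the same arrays. As a description can match more than 1 unigene, the 2 that were down-regulated there need not be the ones the paper listed.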

Karrikin, a newly discovered plant growth regulator and smoke-derived abiotic signal (Chiwocha et al., 2009), might also be involved in the genotypic difference of drought resistances, as the GO term “response to karrikin” was specifically enriched in leaves of B128.

Because recent investigations have pointed to a possible key role of aquaporins (AQPs, water channels that are critical to cross-membrane water exchange) in determining the genotypic variation of whole-plant water relations (Peng et al., 2007; Sade et al., 2010), we specifically assessed the expression of cowpea aquaporin genes in response to drought stress. There were 52 putative AQP genes represented on the microarray. It was shown that the transcript abundance of 16AQPs was regulated by drought in at least one genotype × tissue × treatment combination, with the majority being down regulated (Figure 8). 

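Each of the 16 aquaporin unigenes of Fig. 8 was a DEG in at least 1 of the 4 comparisons of B47 and B128 leaves and roots, which gave 48 called combinations of unigene and comparison out of 64. Of these 48, 44 were falls and 4 were rises. All 28 combinations that Fig. 8 marks were called in the direction marked, and 20 further combinations were called. The largest falls among the 16 were those of TIP2-2 (UP12_4732), by -6.44 in B47 leaves and -6.71 in B128 roots, NIP4-2 (UP12_6350), by -6.47 in B128 roots, and delta-TIP (UP12_10083), by -6.37 in B47 roots. TIP2-2 decreased from 14.58 ± 0.35 to 8.71 ± 0.56 (SD, n = 3 arrays each) in B47 roots on the log2 scale. Under a test against a fold change of 2 (limma's treat), 23 of the 28 marked combinations and 5 others were called. The further putative aquaporin genes on the array were not analysed here, apart from 5 that the paper's gene tables annotate. Of these, TIP1-3 (UP12_2919) was down-regulated in leaves, by -6.53 in B47 and -5.18 in B128, and UP12_4147 by -1.95 and -1.17, and neither was called in roots. NIP6-1 (UP12_5950) was called in B47 leaves (-2.23) and B128 roots (-2.92). The call in B47 leaves was lost when any 1 of 5 of the 6 arrays was left out, with an adjusted p of up to 0.017 by limma with Benjamini-Hochberg adjustment. NIP6-1 also fell in B128 leaves (-1.75) and B47 roots (-1.84), where adjusted p-values of 0.021 and 0.011 in the same test missed the FDR threshold. Its interaction had adjusted p-values of 0.80 in leaves and 0.85 in roots by limma, so no difference between the genotypes was found. UP12_10224 and UP12_22099 were called as well.

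**Figure D2:**
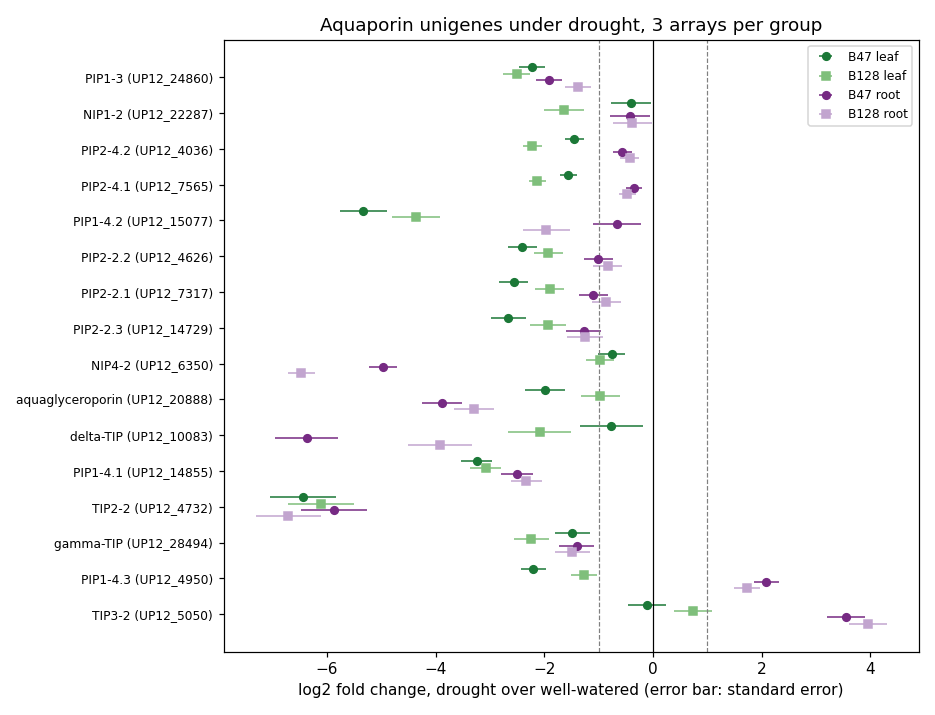
Log2 fold change of the 16 aquaporin unigenes under drought, with standard errors from the fit of all arrays, and dashed lines at a fold change of 2 in either direction. In B47 leaves all 16 lie below 0 (15 with the yeast control entries set equal between arrays, where TIP3-2 rises), and the rises above 1 are those of PIP1-4.3 and TIP3-2 in the roots of both genotypes.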

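Among the 16 aquaporin unigenes, NIP1-2 (UP12_22287), PIP2-4.1 (UP12_7565) and PIP2-4.2 (UP12_4036) were DEGs in leaves and not in roots, and NIP4-2 and TIP3-2 (UP12_5050) were DEGs in roots and not in leaves. The other 11 were called in both organs. The number called in leaves only was 5 without replicate 2 of well-watered B47 roots. It was also 5 without replicate 1 or without replicate 2 of drought-stressed B47 roots. The number called in roots only was 1 without replicate 1 of drought-stressed B128 leaves, and 3 without any 1 of several other arrays. PIP2-4.1 fell by 1.56 in B47 leaves and by 2.13 in B128 leaves, against 0.35 and 0.47 in the roots, where the change had adjusted p-values of 0.066 and 0.015 from limma's moderated test with Benjamini-Hochberg adjustment. NIP4-2 fell by 0.76 and 0.97 in B47 and B128 leaves, under the fold change threshold. PIP1-4.3 (UP12_4950) was down-regulated in leaves, from a mean log2 intensity of 12.50 to 10.30 in B47 and from 12.42 to 11.15 in B128, and up-regulated in roots, by 2.08 and 1.73. Differences between leaf and root responses were not tested.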

Eight and six AQP genes were regulated in a leaf- or root-specific manner, respectively. 

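Of the 16 aquaporin unigenes, 1 was a DEG in B128 only. This was NIP1-2, which fell by 1.64 in B128 leaves and by 0.40 in B47 leaves, with an interaction of -1.24 (standard error 0.52, adjusted p = 0.17 from limma's moderated test with Benjamini-Hochberg adjustment). By limma's moderated test 0 were called in B47 only. Without replicate 1 of well-watered B47 leaves 0 were called in B128 only. Under limma's test against a fold change of 2, 2 were called in B128 only and 4 in B47 only, and in an unmoderated linear model on only the arrays compared 0 and 9. The interaction of genotype and drought met the thresholds at 0 of the 16 in leaves and 0 in roots by limma's moderated test, while its unadjusted p was under 0.05 for 4 of them in leaves and 3 in roots. With array weights, 2 were called in roots, and with an FDR of 0.05, 1 was. The smallest adjusted p-values of limma's interaction test with Benjamini-Hochberg adjustment were 0.049 for NIP4-2 in roots, where the interaction was -1.51, and 0.07 for PIP2-4.2 in leaves, with an interaction of -0.77. At single comparisons more unigenes were called in 1 genotype. The aquaglyceroporin unigene UP12_20888 fell by 1.98 in B47 leaves and by 0.97 in B128 leaves (interaction 1.02), and delta-TIP fell by 0.77 and 2.08 in the same leaves (interaction -1.32). The call of delta-TIP in B128 leaves was lost without any 1 of 5 arrays.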

Seven AQP genes exhibited a genotypic-dependent response to drought stress (five in B128 and two in B47). The latter included TIP3-2, one of the only two AQP genes found to be up regulated in this experiment.

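In roots, TIP3-2 rose from a mean log2 intensity of 4.32 ± 0.38 (SD, n = 3 arrays) to 7.86 ± 0.24 (SD, n = 3) in B47, and from 4.08 ± 0.29 (SD, n = 3) to 8.03 ± 0.88 (SD, n = 3) in B128. The log2 changes of 3.54 in B47 and 3.95 in B128 (standard error 0.35 for both) had adjusted p-values of 1.7e-07 and 4.6e-08 from limma's moderated test with Benjamini-Hochberg adjustment. Their difference, 0.41, had an adjusted p of 0.97 in limma's interaction test with Benjamini-Hochberg adjustment. In leaves TIP3-2 was not a DEG in either genotype.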

**Figure 8:**
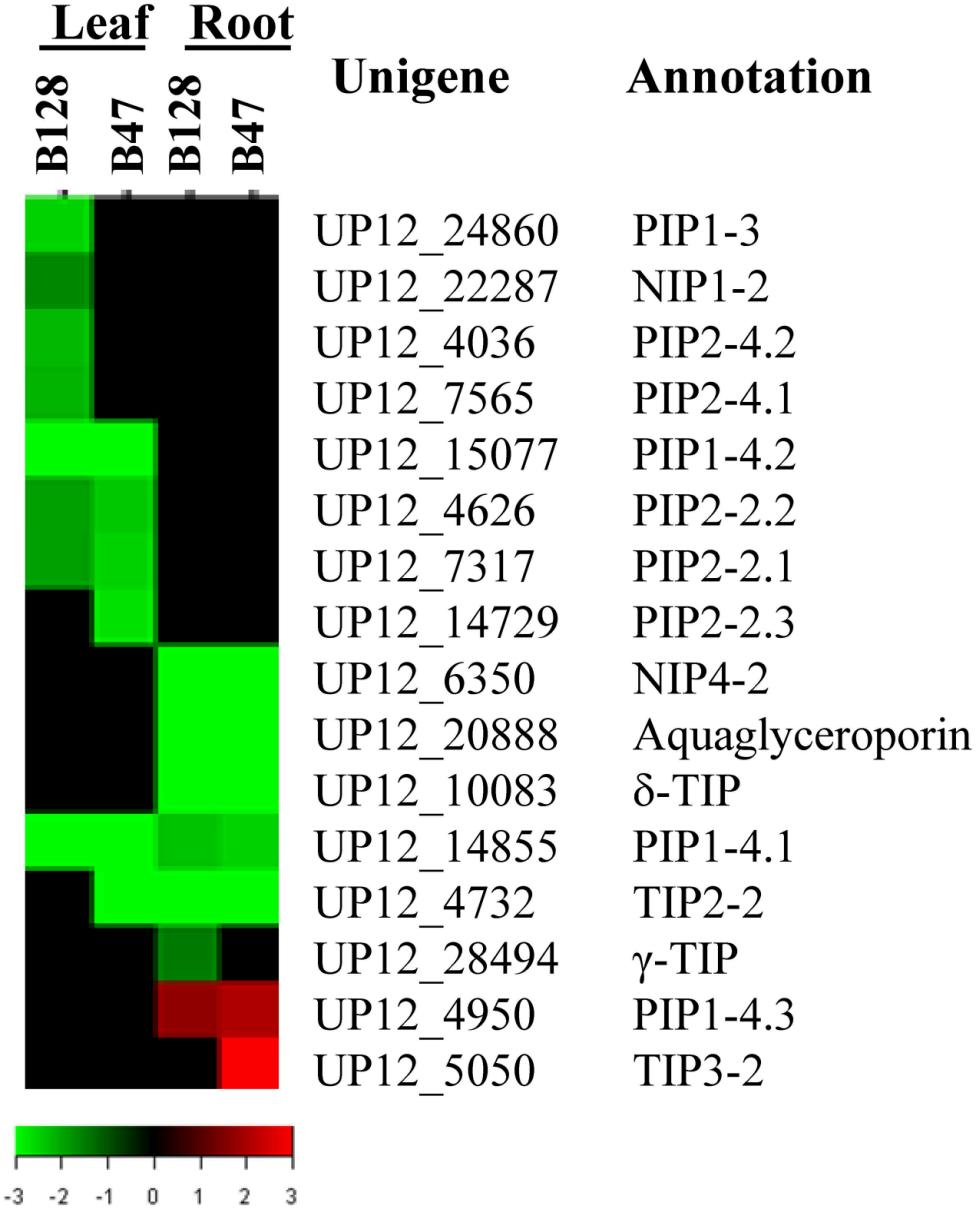
**TreeView presentation of the expression profiles of 16 drought-responsive aquaporin genes**. The genes that showed a ≥ 2-fold change in transcript abundance and an FDR < 0.01 are included.

### Differentially expressed genes (DEGs) that show also genetic associations with drought resistance traits

DEGs that fall into a QTL interval or linkage disequilibrium (LD) block for a certain trait are logically considered valuable candidate genes for that trait (Muchero et al., 2010; Stanton-Geddes et al., 2013). Here the same strategy was applied to narrow down the list of DEGs that are more likely to be causal factors for the genotypic differences in drought responses. Firstly, the DEGs with known locations in the cowpea consensus genetic map (Muchero et al., 2009b) were analyzed for co-localization with the significant SNPs. Given the average LD decay distance of approximately 2 cm across the asparagus bean genome (Xu et al., 2012), DEGs that were coincident with or < 2 cm from significant SNPs were considered useful candidates. 

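Table S6 as used here lists 30 unigenes near associated SNPs on the consensus map, and all 30 were DEGs in at least 1 comparison. As the paper chose them among its own DEGs on these arrays, this share is not independent evidence. In leaves 15 of the 30 were down-regulated in B47 and 14 in B128, and 5 and 6 were up-regulated. In roots 15 were down-regulated in B47 and 16 in B128, and 2 and 3 were up-regulated. The interaction of genotype and drought met the thresholds for 3 of the 30 in leaves, and for 0 in roots by limma's moderated test, where 4 had an unadjusted p under 0.05 and 2 were called with array weights.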

According to this standard, 31 DEGs were detected (Figure S2, Table S6). The proteins encoded by these DEGs include known abiotic stress-related proteins, such as alcohol dehydrogenase, Ca^2+^-binding protein 1, non-specific lipid-transfer proteins, chalcone isomerase 2, as well as various types of transcription factors.

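The alcohol dehydrogenase unigene (UP12_842) was down-regulated in roots, by -2.40 in B47 and -2.39 in B128, and its falls in leaves were under the fold change threshold. Ca2+-binding protein 1 (UP12_7213) fell from a mean log2 intensity of 13.27 ± 0.32 to 9.13 ± 0.47 in B47 leaves and from 12.44 ± 0.67 to 9.35 ± 0.08 in B128 leaves (SD, n = 3 arrays each). Its adjusted p-values were 9.3e-09 and 3.9e-07 from limma's moderated test with Benjamini-Hochberg adjustment, and the difference between the leaf responses was 1.06, with an adjusted p of 0.18 in the same test of the interaction. The unigene of lipid-transfer protein 6 (UP12_3833) rose in leaves, by 3.80 in B47 and 5.97 in B128 (standard error 0.79 for both), and was not a DEG in roots. The chalcone isomerase unigene (UP12_8253) was down-regulated in roots, by -3.33 in B47 and -2.49 in B128.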

Because the majority of the DEGs have not been positioned in the cowpea consensus map thus could not be detected by the above method, a comparative genomic approach using the soybean genome sequence was employed to determine the LD relationships of the DEGs and significant SNPs. Here, a maximum physical distance of 1.8 Mb, which corresponds to approximately 2 cm in genetic distance in the cowpea genome, was allowed to define the LD status of a DEG and a SNP. As a result, 276 DEGs, including four drought-regulated AQP genes (drAQPs), viz. *PIP1-4.2, PIP2-2.2*, γ*-TIP*, and *aquaglyceroporin*, were detected (Table S7, Figure S2). 

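The copy of Table S7 used here lists 272 unigenes, of which 268 were DEGs in at least 1 comparison. Its aquaporin annotations cover gamma-TIP (UP12_28494), the aquaglyceroporin unigene, UP12_10224 and UP12_22099. Gamma-TIP fell in all 4 comparisons, by -1.48 and -2.24 in B47 and B128 leaves and by -1.40 and -1.49 in the roots. The aquaglyceroporin unigene fell by 3.89 in B47 roots and 3.29 in B128 roots. UP12_10224 was down-regulated in leaves only, by -1.54 in B47 and -1.23 in B128. UP12_22099 rose by 2.02 in B128 leaves and fell by 2.29 and 1.69 in B47 and B128 roots, and its rise of 0.90 in B47 leaves was under the fold change threshold. PIP2-2.2 (UP12_4626), which Fig. 8 names and the copy of Table S7 used here does not list, fell by 2.40 in B47 leaves and 1.93 in B128 leaves. In B47 roots its fall of 1.00 had an adjusted p of 0.0042 in limma's moderated test with Benjamini-Hochberg adjustment, a call that was lost without any 1 of 4 arrays.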

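The abscisic acid receptor PYL5 is named in the annotation of UP12_29343, UP12_29616 and UP12_29344. All 3 were down-regulated in every comparison. UP12_29616 fell most in roots, by -7.89 in B47 and -8.02 in B128, and by -6.12 and -5.11 in the leaves. The dehydration-responsive element-binding protein 3 unigene (UP12_6719) fell by 3.87 in B47 roots and 3.20 in B128 roots. In leaves it fell by 1.78 in B47 and 1.48 in B128, and the latter call was lost without any 1 of 4 arrays. The senescence/dehydration-associated unigene UP12_28940 went in opposite directions in leaves. It fell from a mean log2 intensity of 10.28 ± 0.87 (SD, n = 3 arrays) to 6.46 ± 0.38 (SD, n = 3) in B47 and rose from 5.88 ± 0.75 (SD, n = 3) to 9.10 ± 0.39 (SD, n = 3) in B128. The difference between these responses was 7.04 (standard error 0.53, adjusted p = 4.4e-08 from limma's moderated test with Benjamini-Hochberg adjustment). In roots it fell by 2.23 in B47 and 2.03 in B128. The related unigene UP12_1409 rose by 1.75 in B128 leaves and changed by -0.24 in B47 leaves, an interaction of 1.99 with an adjusted p of 0.0016 in the same limma test with Benjamini-Hochberg adjustment.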

Other highly interesting DEGs include those encoding the abscisic acid receptor PYL5, dehydration-responsive element-binding protein 3, a senescence/dehydration related protein, and more. Taken together, these results provide useful information on candidate genes for the causal genes underlying the genotypic differences in drought resistance.

## Discussion

### The ssp. *sesquipedalis* subgene pool has maintained high natural variation in soil drought responses despite severe domestication bottleneck

Asparagus bean (the ssp. *sesquipedialis*) was derived from domesticated ssp. *unguicualta* that represents only a small portion of the genetic variation present in African cowpea. Hence, it is thought to have gone through a dual domestication that lowered its genetic diversity profoundly (Fang et al., 2007; Xu et al., 2012). Through the large-scale investigation of whole-plant morphological traits over the course of the experiment, we obtained evidence showing that high natural variation has been maintained in the Chinese asparagus bean germplasm despite severe domestication bottleneck. This finding should be partly explained by the fact that the artificial selection of asparagus bean plants in the more humid Asia (compared to west Africa) has primarily targeted pod quality traits (e.g., length, softness and flavor) and with less attention paid to drought resistance. In further support of this explanation, it has been found that drought-resistant traits and pod traits are genetically governed by largely independent regions/loci (Hu, 2011; Xu et al., 2013; this study). This genetic architecture also indicates that the prospects for developing more drought-resistant varieties without impairing pod quality are promising. However, these results should still be interpreted with caution due to the lack of repeats over time. The coincidence of many SNP loci detected for seedling stage drought-resistance (this study) and post-flowering stage resistance (Muchero et al., 2009a, 2013) demonstrates the feasibility of selecting for adult drought resistance at the seedling stage with the assistance of SNP markers.

### High and divergent sensitivity to soil water content provides an important mechanism configuring genotypic specific drought responses

Like the better-characterized drought-resistant crop species chickpea (Zaman-Allah et al., 2011) and pearl millet (Kholová et al., 2010), dehydration avoidance has been suggested to be the primary mechanism for achieving drought resistance in African cowpea (Bates and Hall, 1982; Likoswe and Lawn, 2008). Here we further revealed that a relatively high θ_cr_ value held true for all four genotypes investigated, indicating that asparagus bean is inherently sensitive to soil water deficits. This characteristic is supposed to confer asparagus bean plants effective drought avoidance when facing soil drought. On the other hand, genotypic differences in transpiration patterns and the critical soil moisture threshold are apparent among varieties. Our results demonstrated that B47 exhibited relatively low growth and transpiration rates and the highest sensitivity to changes in soil water contents, with its stomatal aperture decreasing with the fastest slope after reaching its critical point. This response would allow more efficient water saving during drought spells and would be accompanied by a decrease in carbon fixation (Aharon et al., 2003). Morphologically, B47 stayed stem-green much longer and had less senesced unifoliates. Based on these observations, B47 fits well the feature of ‘type I’ drought resistance. On the contrary, B128 showed a more yellowish stem and rapid senescence of unifoliates. Physiologically, it presented less conservative behavior with a faster growth rate and higher transpiration, suggesting that this line may exhibit favorable characteristics under high to moderate water conditions (not below its θ_cr_), but not in severe drought environments (Moshelion et al., 2015). Hence, B128 could represent a “type II” drought resistant line. Clearly, the historical classification of the two types of drought resistance in cowpea may in essence refers to the two various types of drought responses in relation to soil drought sensitivity, with a type I resistance focusing more on the physiological avoidance to soil drought and a type II resistance more on the agricultural outcomes on a final yield basis. Here it is also noteworthy that the methodology of plotting ETW vs. SWC presented more physiological relevance for comparisons of transpiration regulation behavior among the various accessions than plotting of ETW over time, which can be explained by the fact that plants that transpire more also reduce the soil water content faster and are therefore subjected to water shortages sooner.

Understanding the different concepts of physiological and agronomical drought resistances is important to agricultural practices. Frequently, to improve the drought resistance of a crop, breeders tend to perform crosses with physiologically highly resistant lines, i.e., those showing swift and profound responses to drought. However, this practice often leads to undesired results because plant resistance against soil drought in the field is tightly associated with overall plant growth habits, and hence, every claim of resistance enhancement needs to be tested on a crop yield basis. In the case of asparagus bean in Asia, because only mild and intermittent soil drought may occur during the asparagus bean growing season, genotypes such as the physiologically highly resistant line B47 (type I) may in fact not be advantageous agriculturally, as this resistance tends to inhibit growth more than necessary, leading to greater yield losses under non-lethal stresses. On the contrary, introgression of type II drought responsive traits such as more stable transpiration would be more desirable in this particular eco-region (McDowell et al., 2008). Noteworthy, it is a prerequisite to determine the critical soil moisture threshold at which type II genotypes lose their agronomic advantage, as it is the basis for selecting suitable donor accessions under a specific water shortage regime.

### Candidate genes underlying the genotypic differences in whole-plant water relations in response to soil drought

An important aim of this study was to delimit genes underlying the genotypic differences in whole-plant water relations under drought conditions. 

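The unigenes held from Tables S6 and S7 make a union of 292, with 10 in both tables, and 288 of them were DEGs in at least 1 of the 4 comparisons. Down-regulation was the more frequent direction in this list, with 112 unigenes in B47 leaves, 116 in B128 leaves, 153 in B47 roots and 151 in B128 roots, against 54, 59, 60 and 56 that were up-regulated. In 71 unigenes all 4 comparisons were called. The interaction of genotype and drought met the thresholds for 25 of the 292, of which 23 were in leaves and 2 in roots. The list was drawn from DEGs of these same arrays, so the share called is not independent evidence.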

By narrowing down the list of DEGs based on the GWAS result, 296 unique DEGs were identified to be in LD with the 39 significant SNPs. These DEGs cover diverse functional categories, including hormone responses, water and nutrition transportations, cell wall adjustment, transcriptional factors and more, which give valuable directions for the elucidation of the causal factors causing the genotypic differences in drought responses. The genotype-specific enrichment of the “cell wall disassembly” and “cell wall modification involved in abscission” among up-regulated genes suggests a role of the cell wall adjustment in providing different levels of plasticity for the resistance to water deficit (Neumann, 1995). 

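The SAUR-like unigene (UP12_13464) fell from a mean log2 intensity of 10.65 ± 0.42 to 7.09 ± 0.47 in B47 leaves and from 9.44 ± 0.52 to 7.65 ± 0.24 in B128 leaves (SD, n = 3 arrays each). Both log2 changes, -3.56 in B47 and -1.79 in B128, were called, with adjusted p-values of 2.8e-08 and 1e-04 from limma's moderated test with Benjamini-Hochberg adjustment. The fall in B47 was larger by 1.77 (standard error 0.42), with an adjusted p of 0.015 in limma's interaction test with Benjamini-Hochberg adjustment, which does not pass the FDR threshold of 0.01. In roots the unigene fell by 1.30 in B47, which was called, and by 0.93 in B128, which was under the fold change threshold, and the interaction there was 0.37.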

The association of B47-specificallyregulated SAUR-like gene with drought resistance indicates the involvement of auxin signals in the genotypic differences of drought responses. More interestingly, the differential tissue-specific enrichment of the ethylene biosynthesis/response GO terms among the down-regulated genes is in support of the recent finding that reduced level of ethylene lead to a more resistant phenotype to drought (Skirycz et al., 2011), and might be indicative of the differential root-to-shoot signaling of hydraulic status used by the two lines (Schachtman and Goodger, 2008).

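Of the response to ethylene in B47 leaves, 9 listed genes were used here and matched to 13 unigenes. In B47 leaves 10 of them were down-regulated and 3 up-regulated, and in B128 leaves 8 were down-regulated and 3 up-regulated. Their median log2 changes were -2.68 and -1.86, in a list that the paper drew from genes lowered in B47 leaves on these arrays. The 3 that rose there need not be the ones listed, as a description can match more than 1 unigene. Of the 13, 4 met the thresholds of the interaction of genotype and drought in leaves, against 8 of the 11 unigenes of the ethylene biosynthetic process.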

AQPs constitute a highly divergent protein family (Chaumont et al., 2001) and work at multiple levels to regulate plant hydraulic relations. The general trend of down-regulation of asparagus bean AQP genes by drought stresses is in agreement with previous observations made in Arabidopsis and rice (Guo et al., 2006; Alexandersson et al., 2010). 

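Over the 16 aquaporin unigenes and 4 comparisons, 59 of the 64 log2 changes were below 0. Their median was -2.09 in B47 leaves, -2.01 in B128 leaves, -1.19 in B47 roots and -1.32 in B128 roots. The corresponding medians of all unigenes were 0.08, 0.05, 0.10 and 0.11. With the yeast control entries set equal between arrays, the medians of the aquaporins ranged from -1.96 to -1.50 over the 4 comparisons.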

The identification of four drought-regulated AQP genes (*PIP1-4.2, PIP2-2.2*, γ*-TIP*, and *aquaglyceroporin*) that show genetic association with drought-resistance traits directs to a more focused scope for future validation of the functional involvement of AQPs in the natural variation of drought responses. Specifically, the asparagus bean *PIP1-4.2* gene was found to be depressed only in the less drought-avoidant line B128. This behavior appears similar to that of the rice *OsPIP1-3* gene, which was induced only in a more drought-avoidant upland cultivar (Lian et al., 2006), and may indicate a similar role of the two genes. 

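PIP1-4.2 (UP12_15077) was down-regulated in the leaves of both genotypes. It fell from a mean log2 intensity of 12.67 ± 0.27 to 7.34 ± 0.68 in B47 and from 12.20 ± 0.14 to 7.85 ± 1.09 in B128 (SD, n = 3 arrays each), with adjusted p-values of 2.3e-08 and 3.1e-07 from limma's moderated test with Benjamini-Hochberg adjustment. In roots it fell by 1.96 in B128, which was called, and by 0.67 in B47, which was not. The interaction of genotype and drought was 0.97 in leaves and -1.30 in roots (standard error 0.62 for both), with adjusted p-values of 0.4 and 0.54 in the same limma test with Benjamini-Hochberg adjustment.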

Additional future work will be required to explicitly reveal the roles of certain AQP genes in adjusting the plant hydraulic framework under drought conditions.

It must be acknowledged that current strategies to identify candidate genes would have missed some real genes responsible for the genotypic difference, which may have functional polymorphisms but no differences in expression. The still incomplete genome coverage of the GWAS platform currently available for asparagus bean would have also left some genome regions contributing to the phenotypic variation of drought responses undetected. A next generation of genomic resources for cowpea/asparagus bean to come (Close et al., 2015) will lead to a more thorough understanding of the basis of the genotypic difference in drought resistance in this species.

## Author contributions

All authors contributed to the experiment and the manuscript. PX, MM, and GL designed the experiment and drafted the manuscript. PX and OH conducted the experimental work. PX, XW, BW, XW, and ZL carried out the field work. PX, OH, JL, MM, and RW analyzed the data. All authors have read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AQPs: aquaporins
DEG: differentially expressed genes
ET: whole-plant transpiration
GLM: generalized-linear model
GO: Gene ontology
GWAS: genome-wide association study
LD: linkage disequilibrium
LGs: linkage groups
MLM: mixed-linear model
RWC: relative water content
Scu: the senescence of unifoliates
Stg: stem greenness
SWC: soil water content
Wt: whole-plant wilting
WUE: water use efficiency.

# Supplementary material for: Natural variation and gene regulatory basis for the responses of asparagus beans to soil drought
**Source:** Front Plant Sci. 2015 Oct 27;6:891. doi: 10.3389/fpls.2015.00891
**Supplement:** Figure S1 — Diagram of GO term enrichments. (A), GO term enrichment represented by up-regulated genes in leaves of the two lines; (B), GO term enrichment represented by down-regulated genes in leaves of the two lines; (C), GO term enrichment represented by up-regulated genes in roots of the two lines; (D), GO term enrichment represented by down-regulated genes in roots of the two lines. Enrichment was generated using GOrilla with a P ≤ 10−4.

A

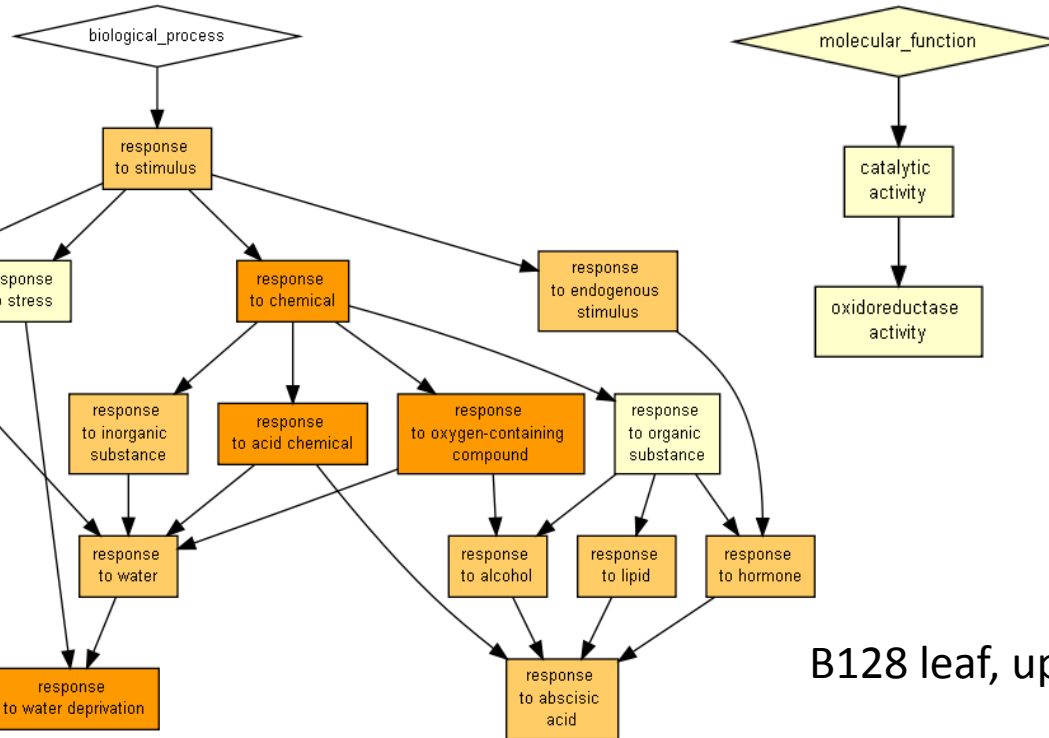

B128 leaf, up-regulated genes

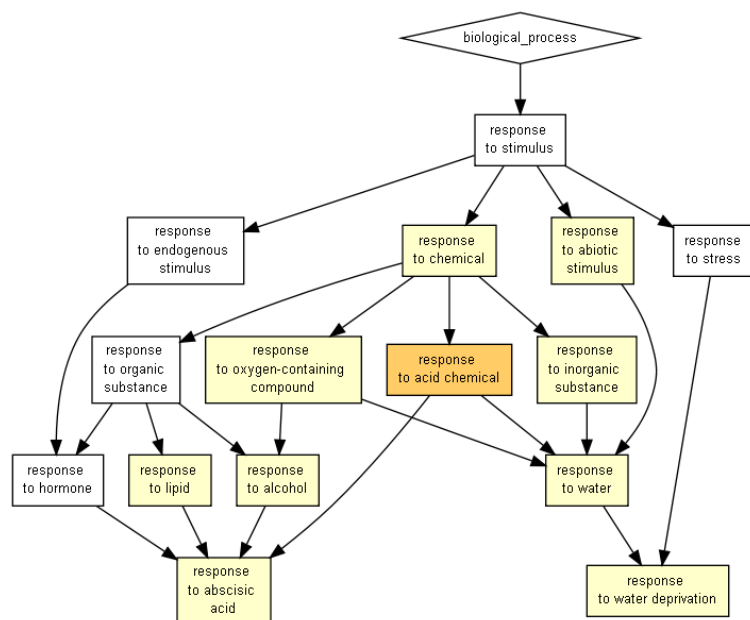

B47 leaf , up-regulated genes

B

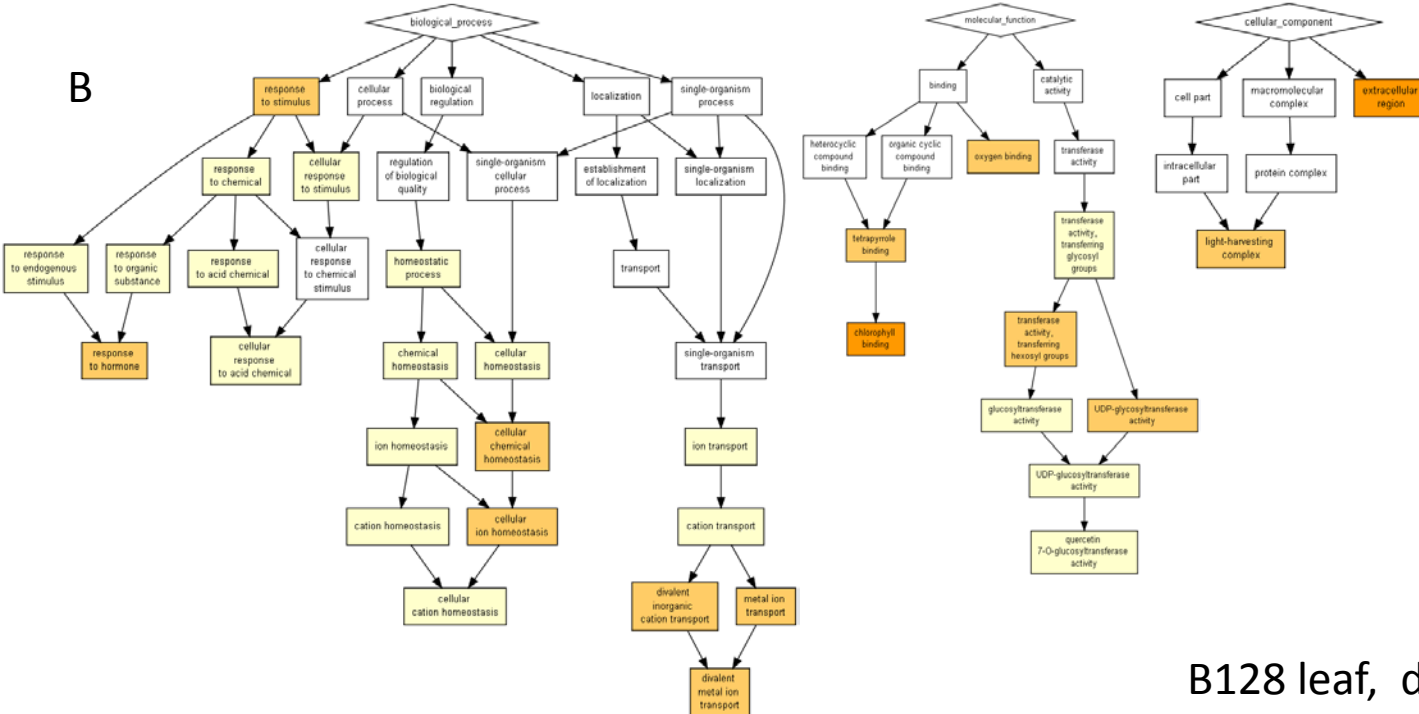

B128 leaf, down-regulated genes

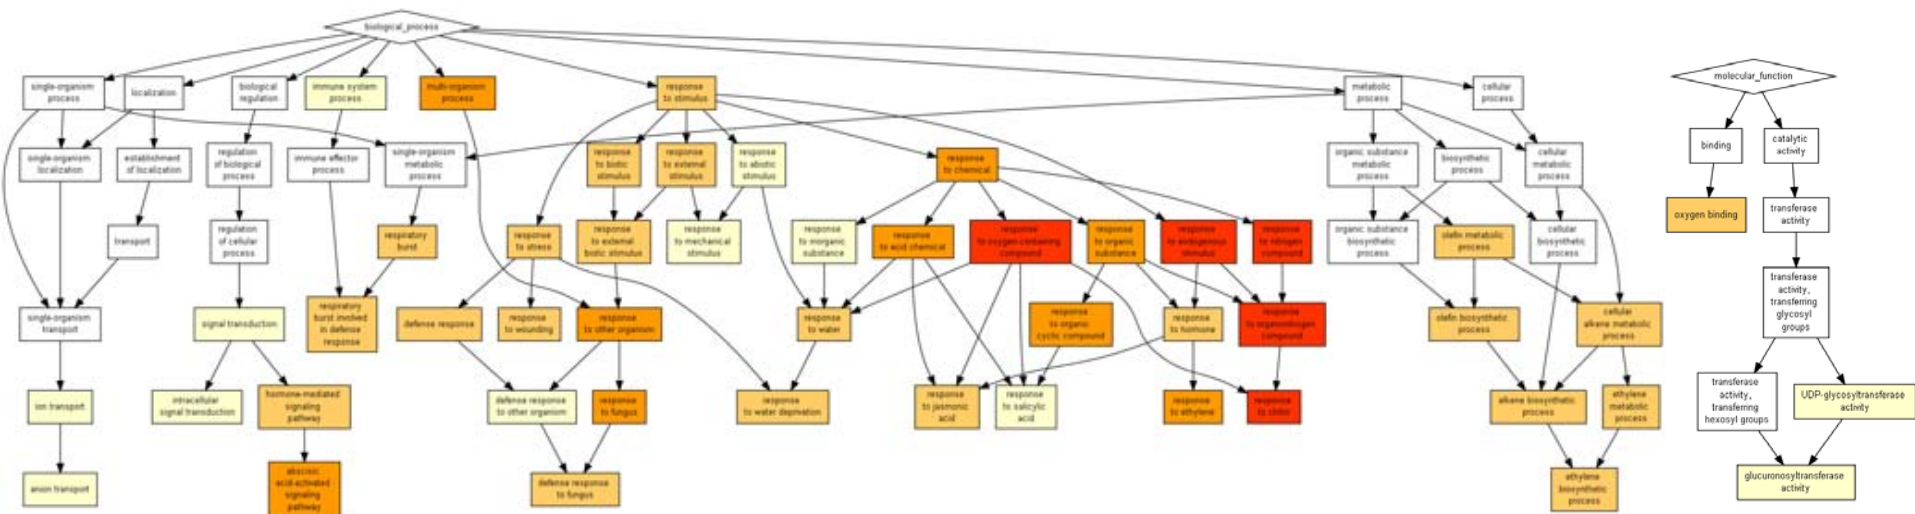

B47 leaf, down-regulated genes

C

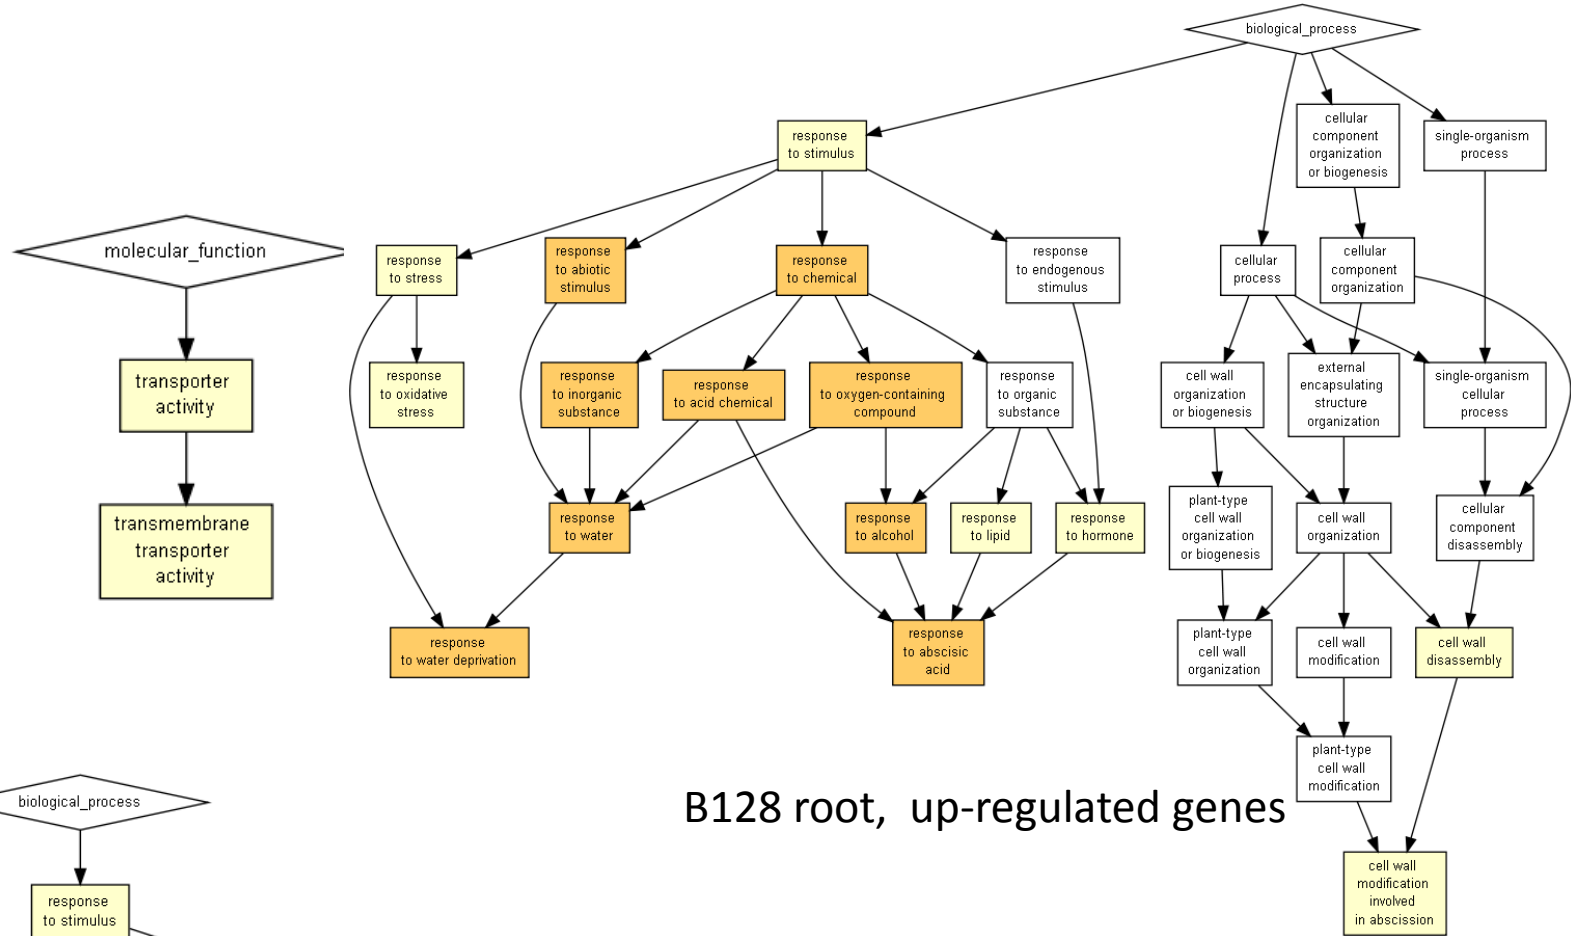

B128 root, up-regulated genes

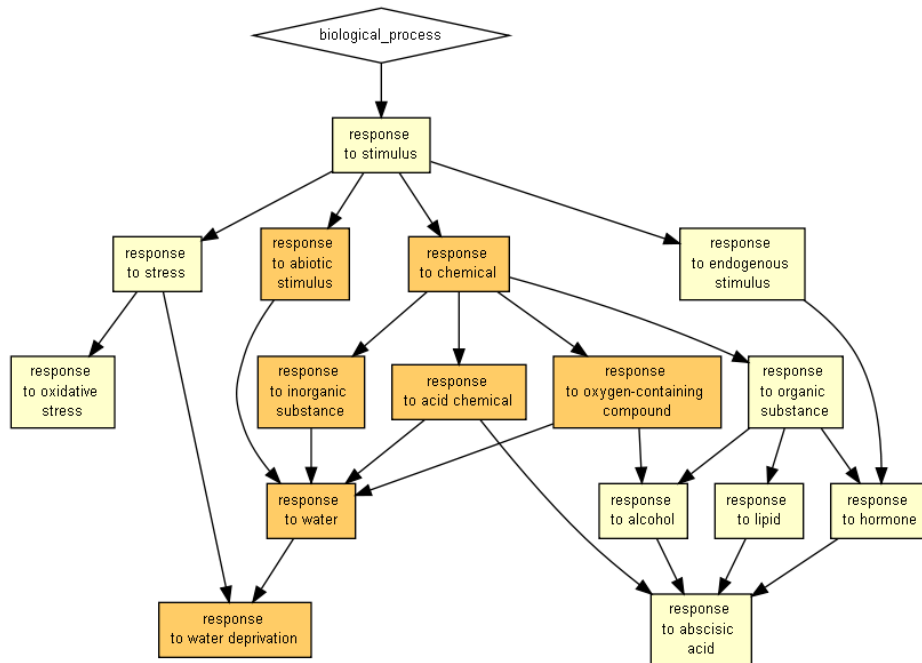

B47 root, up-regulated genes

D

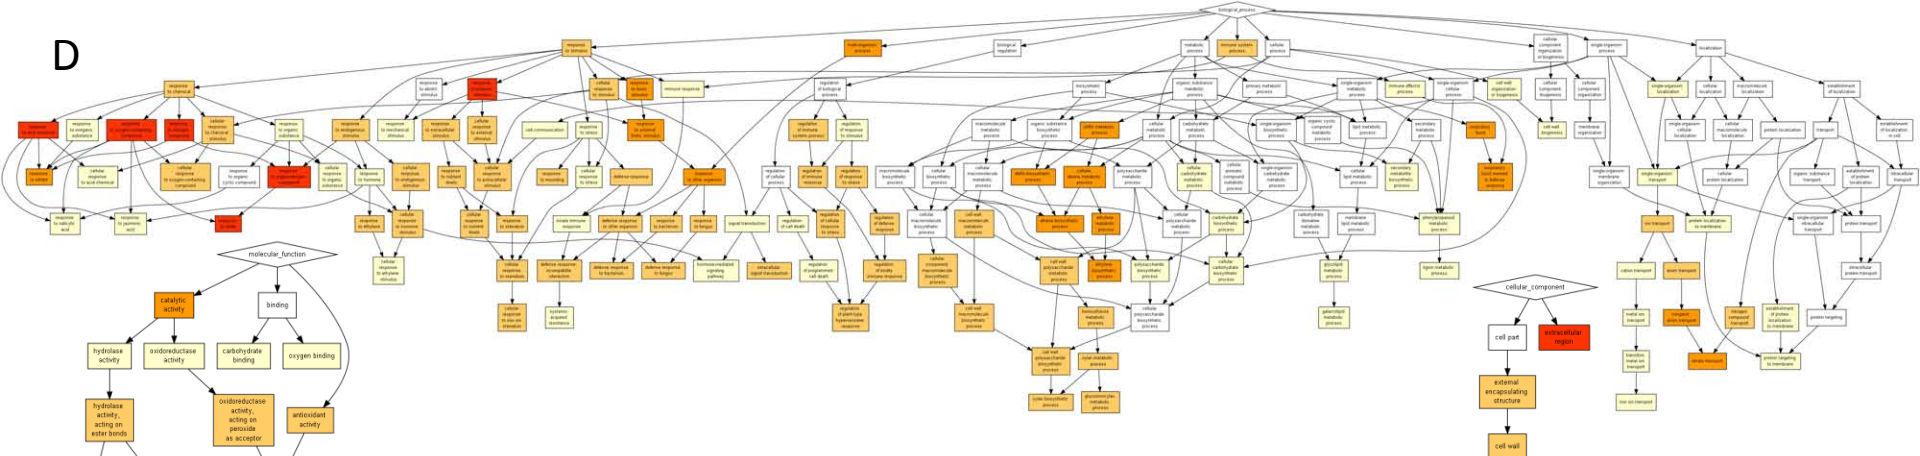

B128 root , down-regulated genes

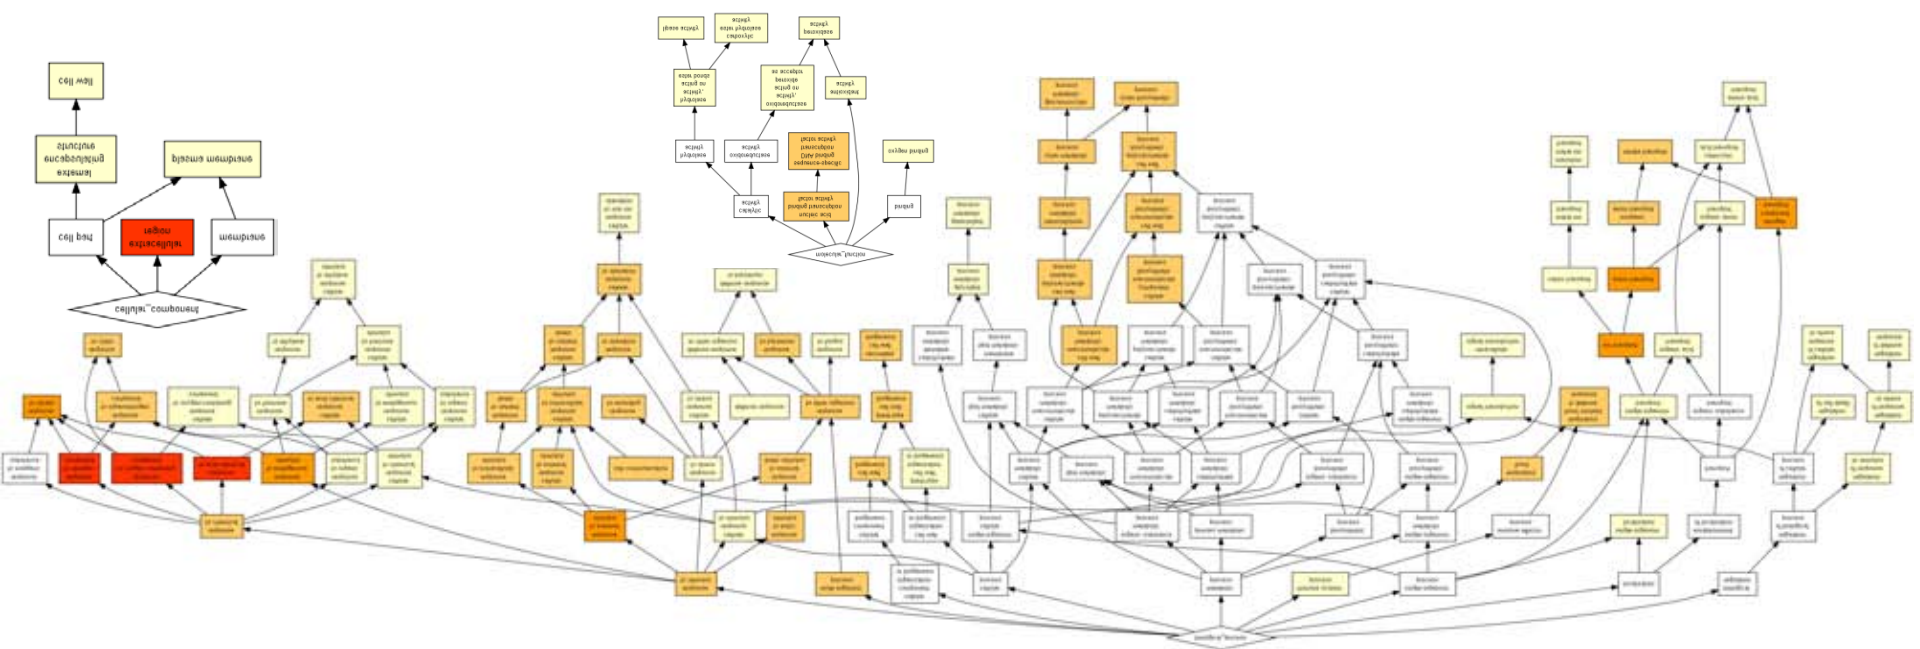

B47 root , down-regulated genes

# Supplementary material for: Natural variation and gene regulatory basis for the responses of asparagus beans to soil drought
**Source:** Front Plant Sci. 2015 Oct 27;6:891. doi: 10.3389/fpls.2015.00891
**Supplement:** Table S1 — Dates of seed sowing and phenotyping in the course of the experiment.

**Table S1. Dates of seed sowing and phenotyping in the course of the experiment**

| Actions | Date | |  |
| --- | --- | --- | --- |
|  | 2011 | 2012 | 2014 |
| Seed sowing | Sep 21 | Apr 12 | May 15 |
| Water withholding started | Oct 9 | May 4 | May 27 |
| Scoring Scu | Nov 1 | Jun 1 | June 23 |
| Scoring Wt | Nov 14 | June 13 | June 23 |
| Scoring Stg | Dec 12 | June 16 | June 23 |

How the deposited data were processed for this re-analysis (not part of the article)

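Leaves and roots of the asparagus bean lines B47 and B128 were compared between drought-stressed and well-watered plants on 24 custom NimbleGen arrays, with 3 arrays for each of the 8 groups of genotype, organ and treatment. The authors normalized the probe intensities by quantile normalization, summarized 4 probes to 1 value per unigene with the Robust Multichip Average algorithm, and deposited the result as a normalized intensity on a linear scale for 29471 unigenes and 8 yeast control entries. Quantile normalization gives the arrays a like distribution of probe intensities, so a change shared by most transcripts of an organ would not appear in these values. The condition and the replicate of each array were taken from the labels. For the 6 arrays of drought-stressed roots, the labels name both organs, and the paper's design, which has 6 leaf drought arrays labelled as such, was used to take them as roots.

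The deposited intensities were log2-transformed without a pseudocount, since the lowest intensity was 4.52. No further normalization was made for the values given beside the paper's sentences, and the control entries were left out of the tests. With limma 3.58.1 in R 4.3.3, 1 mean per group was fitted over all 24 arrays, with 16 residual and 2.88 prior degrees of freedom. The comparisons were drought against well-watered in each genotype and organ, the interaction of genotype and drought in each organ, coded as the response of B128 minus that of B47, and the difference of B128 minus B47 in well-watered leaves and roots. P-values were adjusted by the Benjamini-Hochberg method within each comparison over all 29471 unigenes. A unigene was called at a fold change of at least 2 and an FDR of at most 0.01, the paper's thresholds. Python 3.11.15 was used for tables and plots.

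On simulated data with 200 unigenes per comparison changed by known amounts and an equal spread in every group, limma recovered between 85.5% and 88.5% of them in the 4 drought comparisons. The direction was wrong in 0 of the calls. In the same simulation an unmoderated linear model on only the 6 arrays compared recovered between 5% and 6.5%.

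The unigenes named in the text are those that the paper or Fig. 8 names, with the unigene codes that Fig. 8 or the annotation in the paper's gene tables gives them, and, for each comparison, the 2 unigenes with the largest rise and the 2 with the largest fall among those called whose groups do not overlap. Unigenes singled out in other ways are said to be so. Of Table S4, 927 unigene rows for leaves were used here, with 57 rows left out, and the 1033 rows for roots were not used here. Of the lists of genes per GO term in Table S5, most were used only in part, so no enrichment, overlap or set test was run, and listed members were matched to unigenes by their description. The fold changes listed in the paper's Tables S3 and S4 differed from those computed here by at most 0.04 on the log2 scale. Gene names come from the paper's tables only.

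The alternatives were other choices of the arrays in the fit, the replicate number as a block, the pot as a random block, other estimates of the spread, a permutation-based statistic, a filter on the 25% of unigenes with the lowest mean, quantile normalization within each organ, equal array medians, an FDR of 0.05, limma's test against a fold change of 2, and leaving out each array in turn. These were set before the data were examined, and setting the yeast control entries equal between arrays was added afterwards. The number of arrays limits the precision, and no probe intensities or detection calls were used, so background could not be subtracted or tested. The association mapping and the transpiration measurements of the paper were not analysed here.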

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

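Of the tests in this part, the splits of the arrays and the sharing of the genotype difference between all 4 combinations of organ and treatment were set before the results were seen, and the deals of residuals in both lengths and the tests of normalization, array labels, dim unigenes, drought strength, differences where the transcript stays present in the same or the other organ and the constant differences were chosen after.

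In leaves, the response to drought differed between B47 and B128 at 714 unigenes by the interaction test of limma with Benjamini-Hochberg adjustment. The paper compares lists of DEGs and does not report this test. The response of B128 was the higher at 451 of them and the lower at 263, a majority that reversed to 305 and 547 with the yeast control entries set equal between arrays, was 723 and 763 with array weights, and was 159 and 25 in the test against a fold change of 2. At 476 unigenes the changes had opposite signs, of which 323 fell in B47 and rose in B128 and 153 did the reverse (302 and 176 of the 714 with the control entries set equal). Both changes were called at 96 of those that fell in B47 and rose in B128 and at 5 of the reverse. The largest positive interaction was that of the unigene annotated as ethylene-responsive transcription factor ERF017 (UP12_312), which changed by -7.62 in B47 leaves and 4.78 in B128 leaves (interaction 12.39, standard error 0.66, adjusted p = 5.4e-10 by limma with Benjamini-Hochberg adjustment), followed by UP12_10029 (interaction 9.95). The largest negative ones were those of ATG12A (UP12_25623), which rose by 9.12 in B47 leaves and changed by 0.15 in B128 leaves, and of non-specific lipid-transfer protein 4 (UP12_7902), with changes of 9.34 and 0.87. ATG12A was already high in well-watered B128 leaves, at a mean log2 intensity of 12.8 against 3.1 in B47, and reached 12.2 in B47 under drought. Its interaction thus goes with a difference between the lines in well-watered plants.

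Several technical explanations of the leaf pattern are argued against by the tables. Among 100 splits of the arrays by genotype within each treatment, 3 gave as many calls, the real one included, but this count does not decide whether chance can be excluded, because splits that mix the genotypes carry the difference between genotypes into the spread or into the interaction. Of the 12 splits that left the well-watered arrays in place, 3 gave as many. With genotype and treatment removed by a fit without the interaction, and its residuals dealt out again among the 12 leaf arrays, 1 of 100 deals gave as many calls and, in a longer run with another seed, 3 of 1000, the real data included in both, so chance can be excluded at the level of 0.05. The largest number in any other deal was 1587. After quantile normalization within leaves, 675 of the same unigenes were called in the same direction, and with the yeast control entries set equal, a larger shift in leaves, 852 were called and 565 of the 714 were shared in the same direction. The scaling therefore does not account for most of the calls, while the balance of higher and lower responses depends on it. A wrong genotype or treatment label of a single array would put it on the other side at unigenes chosen without its group. The lowest share on the own side was 72.8%, for the treatment of replicate 1 of well-watered B128 leaves. As this is still a majority, it argues against a label exchanged for the whole array. It does not test for a sample of mixed material. Without any 1 array, that one included, at least 449 were called, the fewest without replicate 1 of drought-stressed B47 leaves. This count does not test a label, because removing a mislabelled array, which widens the spread of its group, could add or remove calls. Of the 714 unigenes, 17.8% had a group mean among the lowest 10% of values, against 15.5% of the unigenes called for drought in leaves. A stronger drought in B128 leaves as the whole cause would give changes in the same direction that are larger in B128, and 116 of the 714 unigenes had them. That the lines respond differently, in part in opposite directions, stays open as a biological hypothesis, found and tested on the same arrays. The stage of senescence or the leaf water content at harvest may contribute, as the paper's own measurements of leaf water content differed between the lines, and the arrays do not separate these from the genotype.

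In roots, the same test called 94 unigenes, 28 with a higher and 66 with a lower response in B128. The largest positive interactions were those of UP12_27000 (4.30) and UP12_16118 (3.81), and the call of UP12_16118 was lost when any 1 of 8 of the 12 root arrays was left out, with an adjusted p of up to 0.02 by limma with Benjamini-Hochberg adjustment. The largest negative ones were those of ATG12A (-8.86) and lipid-transfer protein 4 (-8.06). In well-watered roots ATG12A was likewise already high in B128, at a mean log2 intensity of 12.98 against 3.70 in B47. After quantile normalization within roots 94 of the 94 were called in the same direction, and with the yeast control entries set equal 76 were, which argues against the normalization as the cause. Among 100 splits 11 gave as many calls, which decides nothing for the same reason as in leaves. Of the deals of residuals, 3 of 100 and 16 of 1000 in the longer run gave as many, so chance can be excluded at the level of 0.05 for the number of calls, though not for each unigene, and the largest number in any other deal was 1350. The number fell to 44 without replicate 3 of well-watered B47 roots, whose cause was not tested. A wrong genotype or treatment label is argued against, since at unigenes chosen without its group each root array took its own side at 83% or more, and that array at 97.8% for genotype and 94.8% for treatment. Dim unigenes were frequent in this set, with 46.8% having a group mean among the lowest 10% of values against 14.2% of the unigenes called for drought in roots, and with no detection calls used here noise near background may account for part of the set. A difference between the genotypes stays open and was not tested otherwise.

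Well-watered B47 and B128, whose expression the paper does not compare, differed at 1904 unigenes in leaves (966 higher in B128, 938 higher in B47) and at 677 in roots (353 and 324). In leaves, ATG12A (9.72) and UP12_468 (8.93) were the highest in B128 relative to B47, and UP12_12882 (-9.85) and UP12_8191 (-9.62) the lowest. In roots these were ATG12A (9.29) and UP12_27695 (8.08), and UP12_12882 (-9.56) and UP12_2851 (-9.38). UP12_12882, UP12_8191 and UP12_2851 also lay far below the other B47 arrays in replicate 3 of drought-stressed B47 leaves. For these unigenes, RNA of another organism or a segregating locus is left open as well, as described under the other observations. The real split was the only 1 of 10 to give as many calls in leaves, and likewise 1 of 10 in roots, but 3 arrays against 3 cannot give a share under 0.1, so chance cannot be excluded by this count. The largest number of calls in any other split was 19 in leaves and 170 in roots.

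A sequence variant that makes the probes bind the transcript of 1 line less well would give a like difference in both organs and treatments. Of the calls in well-watered leaves 10.2%, and of those in well-watered roots 28.7%, were called with the same sign in all 4 combinations of organ and treatment, but this share falls with every threshold that has to be met, and 40.2% and 67.2% had the same sign in all 4. A transcript that is absent elsewhere also hides a variant. Where the genotype with the higher value kept its level in the other organ, to within 1 on the log2 scale, 78.2% of the differences of leaves were less than 0.5 times the size in well-watered roots or opposite there (from 75.3% to 80.5% without each array in turn), and 70.6% in drought-stressed roots (from 66% to 76.1%). This argues against such variants as the cause of most of those leaf differences whose transcript stays present in roots (1326 of the 1904 in well-watered and 1202 in drought-stressed roots), and leaves them open for the others. Under drought in leaves the share was 55.1%, and from 48.3% without replicate 1 of well-watered B128 leaves to 62.8% without replicate 3 of the same group, which decides nothing by itself. Of the differences of roots, 39.7% were less than 0.5 times the size or opposite in well-watered leaves (from 34.3% to 43.6%), 40.9% in drought-stressed leaves (from 36% to 45.8%) and 28.1% in drought-stressed roots (from 24.9% to 37.6%), so in roots a variant and a difference in expression cannot be told apart. For the 194 unigenes called with the same sign in all 4 (102 higher in B128 and 92 higher in B47), a variant under the probes and a constant difference in expression cannot be told apart, since probe sequences were not used here.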

How the results depend on the processing

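The setting with the yeast control entries set equal between arrays was the only test in this part chosen after results had been seen, and the others were set before the data were examined. A count is described as moved when it differs from the value given beside the paper's sentences by more than 1.5 times, and a share when it moved by more than its standard deviation over the arrays left out in turn or changed sides of 50%. Apart from the ranges over the arrays left out, the counts and shares given for each setting are those that moved, and the cause was not tested unless said. The named unigenes had 144 called results. Of those that each setting held, which were 120 with the SAM-type statistic, 106 with dim unigenes left out and all 144 otherwise, 0 changed direction.

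With an unmoderated linear model on only the arrays compared, the numbers of up- and down-regulated unigenes were 796 and 897 in B47 leaves, 341 and 254 in B128 leaves, 860 and 1238 in B47 roots and 396 and 628 in B128 roots. Shared between genotypes were 185 and 110 in leaves and 206 and 398 in roots. The interaction called 168 and 10 unigenes in leaves and roots, and the well-watered genotype difference 63 and 62. Single-genotype calls numbered 1698 and 1914, of which 110 and 8 were in the interaction. The down-regulated share was 53% in B47 leaves, 42.7% in B128 leaves, where the majority reversed, 59% in B47 roots and 61.3% in B128 roots. On simulated data this model recovered 6% of the changed unigenes in B128 leaves against 86% by the moderated fit of all arrays, so fewer calls follow in part from its construction. The simulation changed 200 unigenes per comparison and gave every group an equal spread. It therefore does not show how much of the drop on the real arrays comes from the model. Of the 144 named results 75 were no longer called under this model.

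Under limma's test against a fold change of 2, the up- and down-regulated unigenes numbered 474 and 742 in B47 leaves, 527 and 750 in B128 leaves, 717 and 1230 in B47 roots and 587 and 1203 in B128 roots. The shared numbers were 298 and 347 in leaves and 409 and 853 in roots. It called 184 and 12 unigenes for the interaction, 431 and 216 for the well-watered genotype difference, and 1157 and 1213 in 1 genotype only, 137 and 12 of them also for the interaction. The down-regulated shares rose to 61%, 58.7%, 63.2% and 67.2% in B47 leaves, B128 leaves, B47 roots and B128 roots. It asks more than the fold change threshold by construction, and 43 of the 144 named results were lost.

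Fitting only the arrays compared, with moderation, gave 1584 down-regulated unigenes in B128 leaves, 392 and 48 for the interaction in leaves and roots, 521 and 371 for the well-watered genotype difference, 277 and 40 single-genotype calls in the interaction, and down-regulated shares of 53.7% in B128 leaves and 54.6% in B128 roots. With the 12 arrays of the organ, the interaction again called 392 and 48, with 247 and 39 single-genotype calls among them, and the share in B128 leaves was 56.1%. An unmoderated fit of all arrays gave 51 interaction calls in roots, 39 of them single-genotype calls.

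Array weights, whose estimation stopped before its tolerance was reached and which ranged from 0.20 to 11.7, raised the interaction to 1486 in leaves and 1748 in roots, the single-genotype calls in it to 971 and 1020, and the well-watered genotype difference in roots to 1338. At an FDR of 0.05 the interaction called 1460 and 246, with 904 and 152 single-genotype calls. With the dimmest 25% of unigenes left out, which tests fewer unigenes, 1500 were up-regulated in B47 leaves, 35 were in the root interaction, 24 of them single-genotype calls, 404 differed between well-watered roots, 1 aquaporin of Fig. 8 was up-regulated, the down-regulated shares were 54.5% in B47 leaves and 50.2% in B128 roots, and the lowest correlation between replicates was 0.919. On linear intensities that correlation was 0.944.

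Quantile normalization within each organ moved the down-regulated share to 53.4% in B47 leaves and 55% in B128 leaves, equal array medians moved it to 52.7% in B47 leaves, and the permutation-based statistic moved it to 53.7% in B128 roots. The scaling on the yeast control entries, chosen after the data were seen, moved the median log2 change of all unigenes from 0.08 to 0.40 in B47 leaves, from 0.10 to -0.21 in B47 roots and from 0.11 to -0.29 in B128 roots. Under it 4426 unigenes rose in B47 leaves, 1865 rose in B47 roots, and 1508 and 5170 rose and fell in B128 roots, of which 1139 and 3901 were shared with B47. The down-regulated share reversed to 27.3% in B47 leaves and was 53.5% in B128 leaves, 71.7% in B47 roots and 77.4% in B128 roots. The balance of rising and falling unigenes therefore depends on the scaling.

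The replicate numbers do not pair the samples by the criterion of a correlation over 0.1 for every pair of arrays with the same number. The correlation of their deviations from the group means ranged from -0.396 to 0.572 over 36 pairs of arrays in 12 pairs of groups, with means per pair of groups from -0.256 to 0.258, the highest between B47 and B128 in drought-stressed roots. With the replicate number as a block, the interaction called 421 unigenes in leaves and 50 in roots, and 272 and 35 single-genotype calls were in it. With the pot as a random block, no count moved.

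Leaving out each array in turn left 2 arrays in 1 group, whose spread was taken from all groups. The interaction ranged from 449 to 921 calls in leaves and from 44 to 149 in roots, with 288 to 625 and 35 to 108 single-genotype calls in it. The fewest were called without replicate 1 of drought-stressed B47 leaves and without replicate 3 of well-watered B47 roots. The down-regulated share ranged from 49.1 to 52.1% in B47 leaves, 55.1 to 57.1% in B128 leaves, 49.5 to 52.7% in B47 roots and 50.1 to 52.7% in B128 roots. It reversed to 49.2% without replicate 1 of well-watered B47 leaves, to 49.1% without replicate 3 of drought-stressed B47 leaves, and to 49.5% without replicate 2 of drought-stressed B47 roots. The numbers of drought, shared and well-watered genotype calls stayed within 1.5 times without any 1 array. Of 924 values of named unigenes, 41 were no longer called and 0 reversed.

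Background correction, another summary of the probes and the slide as a block were set as alternatives in case probe intensities and slides were at hand, and were not run because none were used here. Signal over background is not given for the unigenes, which limits what can be said of those with low intensities.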

Differences from the paper's values

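No test in this part was chosen after the result was seen. A count is said to differ when it is more than 1.5 times the other and the gap is larger than the standard deviation over the arrays left out in turn, and a correlation when the gap is larger than the standard deviation over the pairs of replicates. A difference said to be absent is one under these limits, and the values need not be equal.

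The paper's lowest correlation between replicates is 0.944, and the lowest value on log2 intensities was 0.960. Of the alternatives set before the data were examined, linear intensities, with 0.944, gave no difference, and Spearman's rho and the filter on dim unigenes did not close it.

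The numbers of DEGs were higher than those in Fig. 7. For up-regulated unigenes in B47 leaves the paper gives about 470 in Fig. 7, read by eye, and 2317 were called here, and for down-regulated ones the paper gives about 670 in Fig. 7, read by eye, against 2412. For B128 leaves the paper's numbers are about 730 up-regulated and about 810 down-regulated in Fig. 7, read by eye, against 1859 and 2461. For B47 roots the paper has about 650 and about 1300 in Fig. 7, read by eye, against 3208 and 3425, and for B128 roots about 460 and about 1100 in Fig. 7, read by eye, against 3096 and 3310. The paper's shared unigenes number about 260 up-regulated and about 260 down-regulated in leaves in Fig. 7, read by eye, against 1124 and 1409, and about 230 and about 650 in roots in Fig. 7, read by eye, against 2264 and 2590. Of the 14 alternatives set before the data were examined, limma's test against a fold change of 2 gave no difference for 11 of these 12 numbers, all except the up-regulated unigenes shared in roots (409). Its up- and down-regulated unigenes numbered 474 and 742 in B47 leaves, 527 and 750 in B128 leaves, 717 and 1230 in B47 roots, 587 and 1203 in B128 roots, and 298 and 347 shared in leaves, with 853 down-regulated shared in roots. The unmoderated linear model on only the arrays compared gave no difference for the up-regulated ones shared in roots (206), and also for B47 leaves down (897), B47 roots up and down (860 and 1238), B128 roots up (396) and the up-regulated unigenes shared in leaves (185). The other alternatives of the 14 left all 12 differing.

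For the aquaporins, the paper states 8 genes regulated in leaves only and 3 were found, while the replicate block and the test against a fold change of 2, both with 6, came within 1.5 times and the other alternatives did not. The paper states 6 regulated in roots only and 2 were found, and the unmoderated model on only the arrays compared, with 5, and the test against a fold change of 2, with 4, came within 1.5 times. The paper's numbers of genes regulated in 1 genotype only are 5 in B128 and 2 in B47, against 1 and 0, and both differed under all of the 14 alternatives, with 2 in B128 and 4 in B47 under the test against a fold change of 2 and 0 and 9 in the unmoderated model on only the arrays compared.

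The paper's text describes PIP1-4.2 as lowered by drought only in B128, while its Fig. 8 marks the unigene as lowered in the leaves of both genotypes. Here it fell in the leaves of both genotypes, by -5.33 in B47 and -4.36 in B128, and in roots it was called in B128 only. The paper counts TIP3-2 among the genes that respond in B47 alone, and here it rose in the roots of both genotypes, by 3.54 in B47 and 3.95 in B128. The paper describes the SAUR-like gene as regulated specifically in B47, and here it was called in the leaves of both, by -3.56 in B47 and -1.79 in B128. The paper notes no enrichment of photosynthesis genes among those lowered in B47 leaves, and 10 of the 13 unigenes matched to the light-harvesting complex members listed for B128 leaves were down-regulated in B47 leaves too. No enrichment test was run here. The calls given beside these statements are those of the moderated fit of all arrays, which called more unigenes than Fig. 7 shows. A stricter test in the paper may therefore account for some of these differences.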

Other observations

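In this part, the splits of the arrays for the drought calls and the test of the organ of the root drought arrays were set before the results were seen, and the tests of shared calls, response size, the 7 unigenes of a single array and the yeast control entries were chosen after.

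For each of the 4 drought comparisons the real split of the 6 arrays was the only 1 of 10 to give as many DEGs, and the largest number in any other split was 38, in B128 roots. With 3 arrays against 3 the share cannot go under 0.1, so chance cannot be excluded by this count in B47 leaves (1 of 10), B128 leaves (1 of 10), B47 roots (1 of 10) or B128 roots (1 of 10). For the calls shared by both genotypes, 1 of 100 splits gave as many in leaves and 1 of 100 in roots. Chance can therefore be excluded as the source of the calls in both genotypes at once. The count does not test the sharing itself, because regrouping the arrays of either genotype leaves few calls to share.

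The largest rises under drought were those of lipid-transfer protein 4 (9.34) and ATG12A (9.12) in B47 leaves, UP12_22675 (8.73, annotated as maize gl1 homolog) and beta glucosidase 17 (8.67) in B128 leaves, acidic endochitinase (9.91) and the sugar transporter SWEET12 (9.75) in B47 roots, and a chalcone synthase family protein (9.83) and a further chalcone synthase (9.38) in B128 roots. The largest falls were those of UP12_7111, by -9.72 in B47 leaves and -8.07 in B128 leaves, inorganic pyrophosphatase 1 (-7.98) in B47 leaves, MLP-like protein 43 (-7.95) in B128 leaves, Fe(2+) transport protein 1 (-9.40) in B47 roots, peroxidase 1 in B47 (-9.16) and B128 (-9.87) roots, and peroxidase 3 (-9.83) in B128 roots. Under drought, B47 and B128 differed at 938 unigenes in leaves and at 616 in roots.

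The 6 arrays taken as drought-stressed roots, whose labels name both organs, each had a higher mean correlation with the well-watered root arrays of their genotype than with its well-watered or its drought-stressed leaf arrays. The smallest difference, taken to the closer of the 2 leaf groups, was 0.1069, for replicate 2 of B128, which argues against leaf material on these arrays.

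A hypothesis tested was that the line with the lower leaf water content in the paper, B128, has the larger transcript changes in leaves. Over the 6415 unigenes called in either genotype the slope of B128 on B47, taken along the principal axis of the log2 changes through 0, was 0.9947, and from 0.952 to 1.04 without each array in turn. Of the 2533 unigenes called in both in the same direction, 1356 changed more in B128, with a median difference of 0.05. As the range lies on both sides of 1, a slightly larger and a slightly smaller response in B128 leaves cannot be told apart. The slope in roots was 0.9874.

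In replicate 3 of drought-stressed B47 leaves, 10 unigenes lay more than 5 below the other 2 arrays of the group, themselves within 1 of each other, on the log2 scale. Among them 7 (UP12_11036, UP12_12882, UP12_15669, UP12_17290, UP12_2851, UP12_5153 and UP12_8191), chosen after their values were seen, were at 11.1 or above in the 11 other B47 arrays, at 6.13 or below in all 12 B128 arrays, and between 3.72 and 5.18 in that array. A wrong genotype label is argued against, since the array took the side of B47 at 96.7% of 209 unigenes that differ between the genotypes in the 3 other groups, against 98.6% for each of the 2 other arrays. With that array left out, the deviations of the 7 from their group means in the other B47 arrays had a median correlation between 2 of them of 0.9815, and 0 of 1000 other sets of 7 bright unigenes had a median as high, so they vary together there too. RNA of another organism carried by most B47 plants, such as a virus or an endophyte, might do this, as might a segregating locus within the line, and these cannot be told apart because no sequences were used here. Replicate 2 of well-watered B128 leaves had 21 unigenes apart in the same way, 7 below and 14 above the other arrays, and no explanation was tested for it.

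The 8 yeast control entries were lower under drought in B47 leaves (median log2 change -0.30) and higher in roots (0.31 in B47 and 0.43 in B128, with all 8 higher in both), with -0.03 in B128 leaves. Setting their mean equal between arrays makes 27.3% of the DEGs of B47 leaves down-regulated in place of 51%. A scaling difference left by the normalization and a change of the entries alone may each give such a shift, and they cannot be told apart here, because the paper describes the entries as control probes and does not state whether yeast RNA was added to the samples.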
